# Calcium/calmodulin-dependent kinase kinase 2 regulates hematopoietic stem and progenitor cell regeneration

**DOI:** 10.1038/cddis.2017.474

**Published:** 2017-10-05

**Authors:** Luigi Racioppi, William Lento, Wei Huang, Stephanie Arvai, Phuong L Doan, Jeffrey R Harris, Fernando Marcon, Helder I Nakaya, Yaping Liu, Nelson Chao

## Abstract

Hematopoietic stem and progenitor cells (HSPCs) are predominantly quiescent in adults, but proliferate in response to bone marrow (BM) injury. Here, we show that deletion of Ca^2+^/calmodulin (CaM)-dependent protein kinase kinase 2 (CaMKK2) promotes HSPC regeneration and hematopoietic recovery following radiation injury. Using Camkk2-enhanced green fluorescent protein (EGFP) reporter mice, we found that Camkk2 expression is developmentally regulated in HSPC. Deletion of Camkk2 in HSPC results in a significant downregulation of genes affiliated with the quiescent signature. Accordingly, HSPC from Camkk2 null mice have a high proliferative capability when stimulated *in vitro* in the presence of BM-derived endothelial cells. In addition, *Camkk2* null mice are more resistant to radiation injury and show accelerated hematopoietic recovery, enhanced HSPC regeneration and ultimately a prolonged survival following sublethal or lethal total body irradiation. Mechanistically, we propose that CaMKK2 regulates the HSPC response to hematopoietic damage by coupling radiation signaling to activation of the anti-proliferative AMP-activated protein kinase. Finally, we demonstrated that systemic administration of the small molecule CaMKK2 inhibitor, STO-609, to irradiated mice enhanced HSPC recovery and improved survival. These findings identify CaMKK2 as an important regulator of HSPC regeneration and demonstrate CaMKK2 inhibition is a novel approach to promoting hematopoietic recovery after BM injury.

Hematopoietic stem and progenitor cells (HSPCs) reside in specialized bone marrow (BM) niches that provide signals to ensure blood production and maintain the long-term hematopoietic stem cell (LT-HSC) pool. Extensive studies of the niche have identified several cell types such as osteoblasts,^1^ endothelial cells,^2^ osteomacs,^3^ regulatory T cells^4^ and sympathetic neurons^5^ as contributors of the physiologic microenvironment.^6, 7^ These cells engage HSPC through both physical contacts and soluble paracrine signaling molecules including CXC chemokine ligand 12 (CXCL12), stem cell factor (SCF), non-canonical and canonical Wnt ligands, and epidermal growth factor^8, 9^ to control niche retention and self-renewal. Although these molecules may trigger calcium transients, the role of calcium-dependent cascades in the mechanism regulating HSCP regeneration has not been elucidated.^10, 11, 12, 13^

Calmodulin (CaM) is the primary intercellular calcium sensor and binding to free cytosolic Ca^2+^ causes conformational changes that facilitate its interaction with the multifunctional Ser/Thr kinases Ca^2+^/CaM-dependent protein kinase I, IV (CaMKI and CaMKIV, respectively) and Ca^2+^/CaM-dependent protein kinase kinase 1 (CaMKK1) and CaMKK2 to activate Ca^2+^/CaM-dependent signaling cascades.^14, 15^ CaMKK2 activation permits phosphorylation of CaMKI, CaMKIV and the adenosine monophosphate activated protein kinase (AMPK).^16^ The expression of CaMKK2 is relatively cell type restricted and outside the brain it is found in osteoblasts,^17^ macrophages^18^ and myeloid progenitors.^19^

Here, we demonstrate CaMKK2 functions as a critical kinase that regulates the regeneration of HSPC. CaMKK2 deficiency downregulates genes affiliated with stem cell quiescence and causes a HSPC hyper-proliferative phenotype *in vitro* and accelerates hematopoietic recovery following radiation injury *in vivo*. Mechanistically, we demonstrate CaMKK2 is required to link radiation injury with AMPK activation and p53 accumulation. Importantly, the transient inhibition of CaMKK2 with the small molecule CaMKK2 kinase inhibitor STO-609^20^ improves survival and hematopoietic regeneration.

## Results

### CaMKK2 expression is enriched in HSPC *in vivo*

We used CaMKK2-enhanced green fluorescent protein (EGFP) mice to determine the location and phenotype of Camkk2-expressing cells within the BM microenvironment. The analysis of reporter bone sections by immunofluorescence revealed activity in individual single cells throughout the BM (Figure 1A). A subset of EGFP-positive cells was located adjacent to the vascular endothelial marker VE-cadherin (Figures 1Ac–d, high-magnification inset). We found that approximately 20% of lineage (Lin)+ cells were EGFP positive by flow cytometry. The reporter was active in 25–40% of Lin^-^cKit^-^ (CD117) stem cell antigen-1- (Sca^-^) cells and 5–10% of the Lin^-^cKit^-^Sca^+^ cells. Conversely, the EGFP reporter was detectable in 95–100% of Lin^-^cKit^+^ cells (Figures 1B and C). A detailed analysis of the HSPC compartment revealed robust reporter activation in Lin^-^cKit^+^Sca^-^ (KL) and Lin^-^cKit^+^Sca^+^ (KSL) cells (Figures 1B and C, top panels). Additional KSL subset analyses using the signaling lymphocyte activation molecules (SLAM) markers CD150 and CD48 showed EGFP expression in the LT-HSC population defined as KSL CD150^+^CD48^-^ and multipotent progenitors (MPP, KSL CD150^-^CD48^-^; Figures 1B and C, bottom panels). The reporter was highly active in committed hematopoietic progenitor populations 1 and 2 (HPC-1 and HPC-2) defined as KSL CD150^-^CD48^+^ and CD150^+^CD48^+^^21^ (Figures 1B and C, bottom panels). Cumulatively, these data suggest the capacity to initiate Ca^2+^-dependent signaling via CaMKK2 is enriched in the most primitive hematopoietic stem cells.

### Camkk2 regulates the HSPC transcriptional program

To identify gene sets controlled by Camkk2 in HSPC, we performed microarray analyses on KSL cells isolated from WT and Camkk2 null mice and found 1289 genes were significantly downregulated and 533 genes were upregulated in Camkk2 null KSL compared with WT (Figure 2a). 

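Gene expression was measured on 16 whole-transcript mouse arrays, 4 each for KSL labelled WT, KSL labelled Camkk2 null, KL labelled WT and KL labelled Camkk2 null. The series lists 16 mice per genotype behind the 4 replicates, and Figure 2 shows KSL. Camkk2, the targeted gene, read 7.98, 8.02, 7.11 and 7.45 on the log2 scale in replicates 1 to 4 of KSL labelled WT and 7.82, 7.93, 7.14 and 7.14 in KSL labelled Camkk2 null. In KL it read 7.86, 7.81, 6.89 and 7.48 on the arrays labelled WT and 7.83, 7.82, 7.08 and 7.12 on those labelled Camkk2 null. The difference between the labels, null minus WT, was -0.13 (SE 0.24, adjusted p = 0.714 from limma) in KSL and -0.05 (SE 0.24, adjusted p = 0.922) in KL, so Camkk2 did not follow the genotype label. In each group of 4, replicates 1 and 2 read higher than replicates 3 and 4 (adjusted p = 0.000363 across the replicate numbers, limma F test, chosen after the values were seen). The fit between the labels had no term for the replicate number, so this spread widens its SEs. The paper's immunoblot in Figure 6a found no CaMKK2 protein in null HSPC, and the paper's text does not state which part of the gene is deleted, so whether its probe set reads the deleted part is not known. Every direction given for these arrays therefore rests on the labels. Of 30026 genes tested in KSL, 1112 were lower and 392 were higher on the arrays labelled Camkk2 null, at an adjusted p under 0.05 from limma and a fold of at least 1.5. Without the fold minimum, 5709 genes passed. The authors' values are log2 signals made with RMA in Partek 6.6, with array medians between 5.01 and 5.12, and their precision is limited by the number of arrays. Probe sets that name 1 gene were kept, and of several for a gene the brightest on average was used. Genes left out because their probe set names several genes or none are not analysed here.

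**Figure D1:**
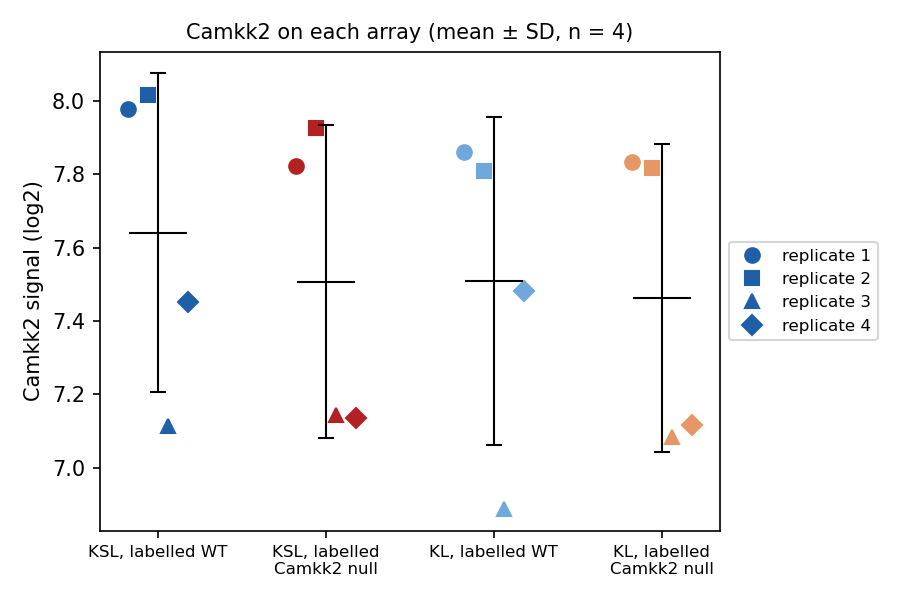
Camkk2 signal (log2) on each of the 16 arrays by labelled cell type and genotype, with symbols for the replicate number and bars for the mean ± SD of 4 arrays. The group means lie between 7.46 and 7.64, and within every group replicates 1 and 2 lie above replicates 3 and 4.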

The lists of the top differentially expressed genes (DEGs) are reported in Supplementary Table S1 and S2. 

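The genes with the largest decreases in KSL labelled Camkk2 null included several of early lymphoid cells. Dntt, the terminal deoxynucleotidyl transferase of lymphoid precursors, was 9.97 ± 0.31 (log2, mean ± SD, n = 4 arrays) under the WT label and 5.69 ± 0.071 under the null label, a log2 change of -4.28 (SE 0.13, adjusted p = 2.16e-07). Flt3, a cytokine receptor of lymphoid-primed progenitors, changed by -3.00 (SE 0.17, adjusted p = 3.11e-06). Jchain, which joins immunoglobulin polymers, changed by -2.79 (SE 0.30, adjusted p = 1.63e-04). Adgrl4, Gcnt2, Ctla2b, Insl6 and Myct1 were lower as well, with log2 changes of -3.29, -3.29, -2.90, -2.89 and -2.63. Red cell genes stood among the largest increases: Rhag, the Rh-associated glycoprotein of the red cell membrane, was 7.12 ± 0.56 (log2, mean ± SD, n = 4) under the WT label and 10.60 ± 0.19 under the null label, a change of 3.48 (SE 0.24, adjusted p = 1.01e-05). The Rh blood group gene Rhd rose by 2.72 (SE 0.12, adjusted p = 8.61e-07) and Ermap, an erythroblast membrane protein, by 2.67 (SE 0.076, adjusted p = 1.24e-07). S100a8, a calcium-binding protein of neutrophils, rose by 3.66 (SE 0.40, adjusted p = 1.85e-04), with replicate arrays more spread than for the red cell genes. Cldn13, Nxpe2, Slc38a5 and Tspan8 rose by 3.48, 3.09, 2.85 and 2.71. These genes are the called genes with the largest changes among those whose labels did not overlap on any array. The lack of overlap was thus a rule of choice and not a result. Predicted genes, small RNAs and immunoglobulin and T cell receptor segments were passed over. The adjusted p values are from limma. Camkk2 itself did not follow the label.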

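Genes of hematopoietic stem cells and of lymphoid priming were lower in KSL labelled Camkk2 null than in KSL labelled WT, a label that Camkk2 itself did not follow. Of 41 measured stem cell identity genes, listed before the data were examined, 17 were lower and none was higher (17 when adjusted over the list alone). Cd34, a surface sialomucin of progenitors, fell by 2.18 on the log2 scale (SE 0.096, adjusted p = 9.42e-07 from limma), from 11.25 ± 0.19 (SD, n = 4 arrays). The paper transplants CD34-negative KSL as its stem cells, so lower Cd34 alone does not show a loss of stem cell identity. Angpt1, a ligand of the Tie2 receptor, changed by -2.34 (SE 0.10, adjusted p = 8.61e-07), and Adgrg1, an adhesion receptor of stem cells, by -2.05 (SE 0.12, adjusted p = 4.44e-06). As a group these genes had a median log2 change of -0.36 and stood below the other genes (adjusted p = 3.75e-19 from camera, and adjusted p = 0.00419 with an estimated correlation). Not every stem cell marker took part: Procr was at -0.28, Slamf1 at -0.30, Hoxb5 at 0.02 and Fgd5 at -0.08, none past both thresholds. Of 25 genes of lymphoid priming, 11 were lower and none was higher (11 when adjusted over the list alone), with a median of -0.36. They included Mef2c, a transcription factor, at -1.60 (SE 0.075, adjusted p = 1.39e-06), Satb1, a chromatin organizer of lymphoid cells, at -1.29 (SE 0.07, adjusted p = 2.49e-06), and Il7r, the interleukin-7 receptor, at -0.95 (SE 0.089, adjusted p = 7.24e-05). The lymphoid list stood below the other genes with an adjusted p of 1.10e-12 from camera (adjusted p = 0.00419 with an estimated correlation). Markers of some other cells were lower as well: 2 of 9 for plasmacytoid dendritic cells (median -0.25, camera adjusted p = 0.00174, and 0.0466 with an estimated correlation) and 4 of 19 for T and NK cells (adjusted p = 0.0139, 0.359 with an estimated correlation, and 0.0518 without KSL WT replicate 3). The lists were written from general knowledge, and the published signatures that the paper cites are not used here. The stem cell list holds genes that the paper picked on these arrays, among them Angpt1, Adgrg1, Meis1 and Hlf. For such genes the counts are not independent evidence of the direction.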

The gene set enrichment analysis (GSEA)^22^ showed genes downregulated in Camkk2 null KSL were enriched in HSC,^23, 24^ early progenitors,^24^ and lymphoid-myeloid-affiliated genes (s-myly) primed in HSC^24^ (Figure 2b, upper panel; Supplementary Figure S1A). The HSC-affiliated downregulated genes in Camkk2 KSL included Hlf, Meis1, Pbx-1 and Prdm5. These genes represent four of the eight genes capable of reprogramming committed murine blood cells into HSC (Figure 2a).^25^ Conversely, genes affiliated with the late progenitor signature^23^ (Figure 2b, lower panel), erythroid genes primed in HSC,^24^ and granulocyte macrophage progenitor (GMP)-specific genes (d-my)^24^ were significantly upregulated in Camkk2 null KSL (Supplementary Figures S1B and C).

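Meis1 and Hlf, transcription factors of stem cells, were both lower on the KSL arrays labelled Camkk2 null, whose label Camkk2 did not follow. Meis1 was 9.04 ± 0.18 (log2, mean ± SD, n = 4 arrays) under the WT label and 6.52 ± 0.14 under the null label, a fold of 5.75 (log2 change -2.52, SE 0.098, adjusted p = 6.10e-07 from limma). Replicate 1 labelled WT read 9.31 for Meis1, apart from 8.94 to 8.98 on the other three. Hlf was 8.29 ± 0.39 (n = 4) under the WT label and 6.33 ± 0.11 under the null label, a fold of 3.88 (log2 change -1.96, SE 0.17, adjusted p = 3.81e-05). Of 6 measured reprogramming factors, Meis1 and Hlf were the 2 called lower, with none higher (2 when adjusted over the list alone). The paper names both as lower on these arrays, so this count is not independent evidence of their direction. Mycn at -0.38 and Lmo2 at -0.36 had adjusted p values of 0.00335 and 0.0142 from limma but stayed under the fold minimum, as did Zfp37 at 0.23 (adjusted p = 0.0269), and Runx1t1 was at 0.05 (adjusted p = 0.480). As a group the 6 stood below the other genes by camera (adjusted p = 0.0026), a call that was lost with an estimated correlation (adjusted p = 0.122).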

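Erythroid genes were broadly higher in KSL labelled Camkk2 null, a label that Camkk2 did not follow. Of 36 measured erythroid genes, 29 were higher and 1 was lower (29 and 1 when adjusted over the list alone), with a median log2 change of 1.31 (adjusted p = 1.35e-28 from camera, and adjusted p = 0.0102 with an estimated correlation). Epor, the erythropoietin receptor, rose by 2.04 (SE 0.11, adjusted p = 3.10e-06) and Car1, a carbonic anhydrase of red cells, by 2.30 (SE 0.066, adjusted p = 1.24e-07). Cpox, an enzyme of heme synthesis, rose by 2.04 (SE 0.071, adjusted p = 3.65e-07) and Gfi1b, a transcription factor of red cells and megakaryocytes, by 1.39 (SE 0.11, adjusted p = 2.40e-05). Gata1, the erythroid transcription factor, was 6.63 ± 0.076 (log2, mean ± SD, n = 4 arrays) under the WT label and 7.53 ± 0.059 under the null label. Nfe2, a transcription factor of megakaryocytes and red cells, was the gene of the list that was lower (-0.63). Of 35 measured genes of GMP and their granules, 16 were higher and 4 were lower (16 and 4 when adjusted over the list alone), with a median of 0.41. Elane, the neutrophil elastase, was 10.69 ± 0.32 (n = 4) under the WT label and 12.57 ± 0.095 under the null label, and the myeloid gene Ms4a3 rose by 2.01 (SE 0.10, adjusted p = 1.81e-06). Among the 4 lower genes, lysozyme Lyz2 changed by -1.52 (SE 0.073, adjusted p = 1.39e-06), with replicate 1 labelled null at 7.96 against 8.10 to 8.12 on the other three, and Csf3r, the receptor of granulocyte colony-stimulating factor, by -1.24. The GMP list stood above the other genes by camera (adjusted p = 0.000995), a call that was lost with an estimated correlation (adjusted p = 0.352). The published late progenitor signature is not used here. Epor, Gfi1b, Gata1 and Ms4a3 are marked in Figure 2a, so for them these lists are not independent of the paper's picks on these arrays.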

The pathways over represented by Camkk2 null KSL DEGs included cell adhesion molecules (CAMs, *P*=8.218e-8) and chemokine signal pathway (*P*=0.0275; Supplementary Table S2). 

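Genes of cell adhesion and of chemokine signaling were mostly lower among those that passed the thresholds in KSL labelled Camkk2 null, where the label was not followed by Camkk2. Of 102 measured cell adhesion molecules, 26 were lower and 1 was higher (26 and 1 when adjusted over the list alone). Several of the lower genes serve antigen presentation: H2-Ob, an MHC class II chaperone subunit, changed by -2.36 (SE 0.084, adjusted p = 3.65e-07), and H2-DMa, also of class II, by -1.30. The leukocyte phosphatase Ptprc was at -1.41 and the tight junction protein F11r at -1.81, and the claudin Cldn15 was the gene that rose (1.22). Called genes were over-represented in this list (odds ratio 6.93, adjusted p = 4.47e-12, Fisher's exact test), although its median change was -0.02, and the list stood below the other genes by camera (adjusted p = 8.14e-07, and adjusted p = 0.0239 with an estimated correlation). Of 93 genes of chemokine signaling, 14 were lower and none was higher (14 when adjusted over the list alone). Elmo1 and Dock2, which together activate Rac in migrating cells, changed by -1.60 (SE 0.066, adjusted p = 7.50e-07) and -1.29 (SE 0.081, adjusted p = 6.40e-06). Cxcr4, the receptor that retains stem cells in the marrow, fell by 1.08 (SE 0.069, adjusted p = 7.01e-06 from limma), and the G protein subunit Gng11 changed by -1.17. The odds ratio of this list was 3.38 (adjusted p = 0.000491, Fisher's exact test), with an adjusted p of 6.04e-07 from camera (adjusted p = 0.00419 with an estimated correlation). Both lists were written before the data were examined and differ from the pathway collections the paper used.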

We analyzed the gene expression affiliated with the quiescent signature in various stem cells including hematopoietic, muscle and hair follicle stem cells.^26^ We found 25% (18 of 71) of genes affiliated with a quiescent stem cell signature (Q-Sign) were differentially expressed in Camkk2 null KSL. Interestingly, 14 of 49 genes upregulated in Q-Sign (Q-Sign UP) were downregulated in Camkk2 KO KSL (Figure 2c). Moreover, none of the Q-Sign UP genes were upregulated in Camkk2 null KSL (Figure 2c; *P*=0.0144). 

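Most Q-Sign UP genes of Figure 2c were lower in KSL labelled Camkk2 null, a label that Camkk2 did not follow. Of 13 measured genes of the panel, 9 were lower and none was higher, and all 13 had an adjusted p under 0.05 from limma, with log2 changes between -1.11 and -0.51. Il18, a cytokine, changed by -1.11 (SE 0.062, adjusted p = 3.21e-06), and Ezh1, a histone methyltransferase, by -0.75 (SE 0.12, adjusted p = 0.00232). Fyn, a Src family kinase, was 7.64 ± 0.19 (log2, mean ± SD, n = 4 arrays) under the WT label and 6.81 ± 0.063 under the null label. Gabarapl1, a protein of autophagosomes, changed by -0.89 (SE 0.061, adjusted p = 1.03e-05), and Zyx, a focal adhesion protein, by -0.89 (SE 0.085, adjusted p = 7.94e-05). Gstk1 and Itm2a fell by 0.96 and 0.91 on the log2 scale. Pgk1, a glycolytic enzyme with 2 probe sets, was at -0.54 and -0.49 and stayed under the fold minimum, as did Gabbr1 (-0.56), the autophagy kinase Ulk2 (-0.52) and the protease Ctsf (-0.51). Each of these 4 passed it when 1 array was left out: Pgk1 without null replicate 3 (-0.62) or WT replicate 2 (-0.60), Gabbr1 and Ulk2 without WT replicate 3 (both -0.59), and Ctsf without null replicate 4 (-0.60). Dnajb9 (-0.62) and Pfdn5 (-0.65) lay close to the fold minimum and were under it after quantile normalization (-0.51 and -0.46). Dnajb9 was also under it without null replicate 1 or 2 or WT replicate 3 or 4 (-0.57 to -0.55), and Pfdn5 without null replicate 1 (-0.56). The paper picked these genes on the same arrays, so the count is not independent evidence of their direction.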

None of the 22 genes downregulated in quiescent stem cells (Q-Sign DN) were downregulated in Camkk2 null KSL. In contrast, four Q-Sign DN genes (Ccna2, Rrm2, Anln and Idh3) were upregulated in Camkk2 null compared with WT KSL (Figure 2c; *P*-value=0.0075). This finding was corroborated using gene signatures specifically affiliated with HSC quiescence and proliferative status (HQ-sign and HP-sign, respectively).^27^ 

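The 4 Q-Sign DN genes were higher on average in KSL labelled Camkk2 null, by small amounts, and Camkk2 did not follow that label. Rrm2, a subunit of ribonucleotide reductase, was 8.33 ± 0.21 (log2, mean ± SD, n = 4 arrays) under the WT label and 9.05 ± 0.12 under the null label, a log2 change of 0.73 (SE 0.10, adjusted p = 9.58e-04), from limma. Idh3a, a subunit of the mitochondrial isocitrate dehydrogenase, rose by 0.59 (SE 0.088, adjusted p = 0.00126), at the fold minimum, and was under it without replicate 2 or 4 of either label (0.53 to 0.58). Anln, an actin-binding protein of cell division, was at 0.52 (SE 0.062, adjusted p = 3.11e-04), and Ccna2, cyclin A2, at 0.37 (SE 0.062, adjusted p = 0.00231), both under the fold minimum. Hence 2 of the 4 genes passed both thresholds and all 4 had an adjusted p under 0.05. These genes too were picked by the paper on these arrays and are not independent evidence of the direction. Idh3 in the paper's text was read as Idh3a, the name in Figure 2c.

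**Figure D2:**
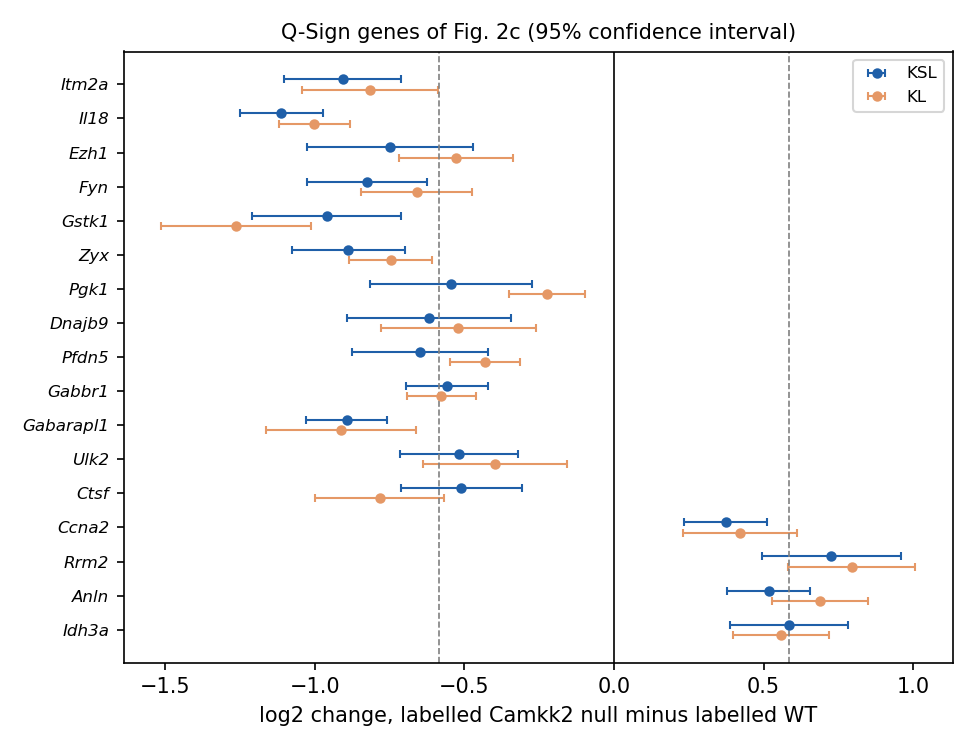
Log2 change (arrays labelled Camkk2 null minus arrays labelled WT) of the Q-Sign genes of Fig. 2c in KSL and in KL, with 95% confidence intervals over 4 arrays per label and dashed lines at the fold minimum of 1.5. In KSL the 13 Q-Sign UP genes lie between -1.11 and -0.51 and the 4 Q-Sign DN genes between 0.37 and 0.73.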

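Regulators of stem cell quiescence tended to be lower in KSL labelled Camkk2 null, a label that Camkk2 did not follow, while few cell cycle genes passed the thresholds. Of 43 measured quiescence regulators, listed before the data were examined, 10 were lower and 2 were higher (10 and 2 when adjusted over the list alone), with a median log2 change of -0.16. Ndn, a growth suppressor, changed by -1.87 (SE 0.11, adjusted p = 5.17e-06), and Txnip, an inhibitor of thioredoxin, by -1.79 (SE 0.13, adjusted p = 1.73e-05). Smad4, a transducer of TGF-beta signals, was 8.44 ± 0.18 (log2, mean ± SD, n = 4 arrays) under the WT label and 7.32 ± 0.15 under the null label, and the TGF-beta receptor Tgfbr2 was at -0.93 (SE 0.12, adjusted p = 5.91e-04). The 2 that were higher were Rb1, the retinoblastoma protein (0.62), and Rgcc, a regulator of the cell cycle (1.24). The list stood below the other genes with an adjusted p of 6.04e-07 from camera (adjusted p = 0.0102 with an estimated correlation). Klf6, also on the list, is an immediate-early gene, and of 21 immediate-early and heat shock genes 7 were lower and 1 was higher (7 and 1 when adjusted over the list alone), with a camera adjusted p of 0.00327 (adjusted p = 0.379 with an estimated correlation). Of 65 cell cycle genes, 4 were higher and none was lower (4 when adjusted over the list alone), with a median of 0.14. Ccne1, cyclin E1, rose by 1.87 (SE 0.11, adjusted p = 4.00e-06) and Cdc6, which licenses replication origins, by 0.92 (SE 0.087, adjusted p = 7.47e-05), beside Rrm2 and Rrm1 (0.59). Rrm1 lay at the fold minimum, was under it without any of 6 arrays taken singly (0.53 to 0.58), and had replicate 3 labelled null at 9.35 against 9.49 to 9.52 on the other three. The cell cycle list stood above the other genes by camera (adjusted p = 0.00668, and 0.0582 without replicate 2 labelled WT), a call that was lost with an estimated correlation (adjusted p = 0.539). The HQ-sign and HP-sign gene lists are not used here. Ndn of the quiescence list and Ccne1, Cdc6 and Rrm2 of the cell cycle list were picked by the paper on these arrays. For these genes the counts are not independent evidence of the direction.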

We found 15% of HQ-sign genes (40 of 264) were significantly downregulated in Camkk2 null KSL. However, only 3 of 264 genes were significantly upregulated in Camkk2 null KSL (Supplementary Figures S2A–C; *P*=0.0001). The data indicate 12 of 313 genes in the HP-Sign were upregulated in Camkk2 null KSL compared with WT and 3 of 264 were downregulated in Camkk2 null KSL (Supplementary Figure S2A and B; *P*=0.0632). Collectively, these findings indicate the deletion of Camkk2 downregulates genes controlling HSPC quiescence and concurrently upregulates genes affiliated with the late progenitor signature.

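On each KSL array the mean of the stem cell identity genes, relative to the mean of all 16 arrays, was 0.24 to 0.371 under the WT label and -0.434 to -0.406 under the null label. The erythroid genes ran the other way, from -0.609 to -0.512 under the WT label and from 0.694 to 0.862 under the null label. No KSL array crossed over to the other label's range in the stem cell, lymphoid, erythroid or quiescence means, and the KL arrays divided by label in the same direction for these lists. In the cell cycle mean the labels overlapped, with replicate 1 labelled WT at 0.0874 and replicate 1 labelled null at 0.0486. Camkk2 did not follow the genotype label. Under the WT label, stem cell means were higher in KL (0.384 to 0.446) than in KSL, and erythroid means lower (-0.839 to -0.657). Stem cell genes were thus not higher in labelled KSL than in the labelled Sca-1 negative progenitors. The labelled cell types differed in 25 genes under WT, against 1504 for the genotype label in KSL. An exchange of cell type and genotype labels cannot be told apart from an effect of genotype. From the lower HSC and quiescence genes and the higher progenitor genes of the null arrays, the paper concludes that Camkk2 loss lowers a program of quiescence and raises that of late progenitors.

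**Figure D3:**
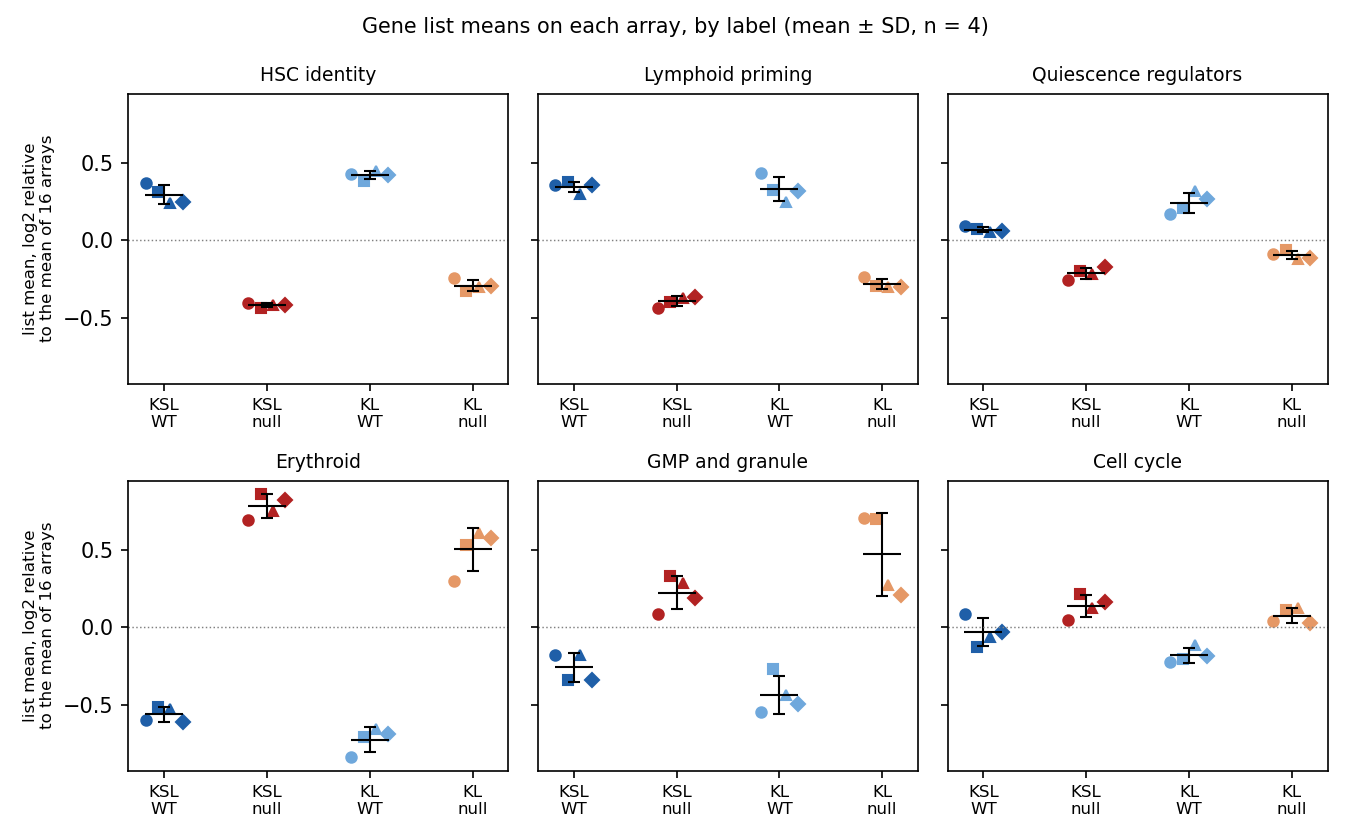
Mean log2 value of the measured genes of each list on each array, relative to the mean of the 16 arrays, by labelled cell type and genotype, with bars for the mean ± SD of 4 arrays and symbols for the replicate number as circle, square, triangle and diamond for 1 to 4. Under the null label stem cell, lymphoid and quiescence means are lower and erythroid means higher in KSL and in KL.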

### Camkk2 null HSPC have increased proliferation *in vitro*

We cultured KSL cells sorted from control and Camkk2 null mice with thrombopoietin, SCF and Flt-3-ligand cytokines (TSF) to analyze the effect of Camkk2 ablation on HSPC proliferation in response to cytokines. In addition, we mimicked the vascular niche microenvironment using non-contact cultures with primary BM-derived endothelial cells (BMECs). After 7 days, the numbers of total KL and KSL cells were assessed. The cells recovered from cultures were then functionally analyzed in methylcellulose cultures to examine colony-forming unit (CFU) capacity. Regardless of the genotype, significantly more total cells were recovered from co-culture with BMEC compared with TSF alone (Figure 3a). There was a slight increase in the numbers of total and KL cells found in TSF cultures of Camkk2 null KSL compared with WT cells (Figures 3b and c). Interestingly, the presence of BMEC resulted in a more robust increase in both KL and KSL recovered from Camkk2 null KSL compared with WT cultures (Figures 3b and c). The progeny derived from Camkk2 null KSL cultured in the presence of TSF had a modest increase in functional colony formation compared with WT cells (Figure 3d). In contrast, progeny derived from Camkk2 null KSL cultured in the presence of BMEC generated a significantly higher number of CFUs compared with WT (Figure 3d). Cumulatively, these results show Camkk2 null KSL cells have significantly higher proliferative ability than WT cells in culture conditions mimicking the hematopoietic niche.

### Camkk2 null mice have improved survival and accelerated hematopoietic recovery following total body irradiation (TBI)

We previously reported that under homeostatic conditions, Camkk2 ablation does not affect survival and proliferation of the KSL population *in vivo.*^19^ However, we observed Camkk2 null HSPC have an increased ability to proliferate *in vitro* (Figure 3). Therefore, we hypothesized CaMKK2 restrains the proliferation of HSPC. Thus, Camkk2 ablation would accelerate the hematological recovery following BM damage. To test this hypothesis, we injured the hematopoietic compartment *in vivo* using total body *γ*-irradiation (TBI; 700-900cGy) and then monitored mice for survival, blood counts, and BM recovery (Figure 4a).

Using a single dose of 800cGy TBI, which is sufficient to kill approximately 80% of control animals in 30 days (LD_80/30_), we found 100% of Camkk2 null animals and 20% of control animals survived for >30 days (Figure 4b, *P*<0.0001). Although a higher radiation dose (900cGy, LD_100/15;_ Supplementary Figure S3A) killed all control animals, approximately 40% of Camkk2 null animals survived for >30 days (Figure 3a, *P*<0.01).

We then monitored the peripheral blood cell count (CBC) recovery of irradiated mice using a single sublethal radiation dose (700cGy). Non-irradiated Camkk2 null mice have significantly more monocytes and less white blood cells (WBCs), neutrophils, and lymphocytes in blood compared with WT mice. The number of red blood cells (RBCs) and platelets were comparable in WT and Camkk2 null mice (Supplementary Figure S3). The irradiated Camkk2 null mice have a better ability to regenerate neutrophils, leukocytes and RBC compared with WT mice (Supplementary Figures S3B and S4C). In addition, the number of monocytes was also significantly higher in TBI Camkk2 null mice compared with WT mice (Supplementary Figure S3B). However, when normalized for the basal level, we found WT and Camkk2 null mice showed a comparable ability to regenerate monocytes and platelets following TBI (Figure 4c and Supplementary Figure S3B).

To examine the BM content during regeneration, we killed 700cGy TBI control and Camkk2 null animals on day 14 and isolated BM for histology and flow cytometry analyses. The histological analysis indicated Camkk2 null animals had qualitatively higher BM cellularity than control mice (Supplementary Figure S4A, left) and there were significantly more cells in the marrow of irradiated Camkk2 null animals compared with WT mice (Supplementary Figure S4B; *P*<0.05). There were comparable numbers of WBMC in non-irradiated WT and Camkk2 null mice (Supplementary Figure 4B).

We assessed whether the accelerated hematopoietic recovery was mediated by enhanced HSPC regeneration by analyzing the KL and KSL cell content in BM on day 14 following 700cGy TBI. Although we found a trend of reduced absolute KL and KSL number in non-irradiated marrow, there were significantly more KL and KSL cells during hematopoietic regeneration (Figure 4d). The SLAM KSL subsets were analyzed in TBI and non-irradiated mice based on the expression of CD48 and CD150 (Supplementary Figure S4C). The data show an increase in the percentage of LT-HSC in Camkk2 null mice under both homeostatic conditions and following TBI (Supplementary Figure S4D, left). In addition, the percentage of HPC-2 subsets was higher only in TBI Camkk2 null mice compared with control mice (Supplementary Figure S4D, right). Cumulatively, these data indicate Camkk2 null mice have accelerated HSPC recovery following radiation injury and this accounted for the faster hematopoietic recovery.

### Total body irradiated Camkk2 null mice have more proliferating HSPC in BM

We examined the *in vivo* sensitivity of HSPC to radiation-induced apoptosis to determine the cellular basis of the accelerated hematopoietic recovery in Camkk2 null mice. As previously reported,^19^ Camkk2 deficiency does not impair the survival of HSPC in non-irradiated mice (Supplementary Figures S5A and S5B). Our data show a slight increase in live (10–15%) Camkk2 null KSL cells compared with WT KSL cells, but no differences in KL cells were observed 24 h after 450cGy TBI (Supplementary Figures S5C and S5D).

We examined the proliferative response of the KL and KSL cells in the BM of regenerating control and Camkk2 null mice on day 14 after 700cGy TBI. We found significantly more 5-bromo-2'-deoxyuridine (BrdU) incorporation in Camkk2 null KL and KSL cells during this period (Figure 4e). The results indicate approximately 20% of control KSL cells are BrdU+, but >50% of Camkk2 null KSL cells are in cycle at day 14. To test whether the functional capacity of regenerated stem cells was decreased by the enhanced proliferation, we performed competitive transplantation assays using control and Camkk2 null KSL CD34^-^ cells harvested from the BM of 200cGy TBI mice. We found radiation did not induce differential HSC exhaustion or cause significant lineage skewing in the peripheral blood of recipient mice (Supplementary Figure S6). Cumulatively, these data demonstrate the loss of Camkk2 enhanced the proliferation of regenerating HSPC, which accelerates hematopoietic recovery.

### Camkk2 null HSPC have a cell-intrinsic enhanced regenerative capability *in vivo*

To establish the cell-autonomous function of CaMMK2 on the regenerative capability of HSPC *in vivo,* we isolated KSL CD34^-^ cells from WT and Camkk2 null mice (CD45.2^+^) and transplanted the cells into lethally irradiated B6.SJL recipient mice (CD45.1^+^) with host competitor BM cells (Figure 5a). The recipient mice were then monitored by CBC and CD45.2 chimerism was assessed. After 4 months, the transplanted mice showing comparable levels of CD45.2 chimerism were selected, irradiated with 450cGy TBI, and then monitored for CD45.2 chimerism (Figures 5a and b). During the regenerative phase, the CD45.2 chimerism in mice transplanted with WT KSL remained at levels comparable to pre-TBI. In contrast, we found a significant increase in CD45.2 chimerism in mice transplanted with Camkk2 null HSC (Figure 5c and Supplementary Figure S7). These findings provide direct evidence for a cell-intrinsic function of Camkk2 in regenerating HSPC because Camkk2 was ablated only in the transplanted KSL CD34- cells.

### CaMKK2 couples radiation signaling with AMPK anti-proliferative pathways

To investigate CaMKK2 function in radiation-induced signaling, we sorted lin^-^ cKit^+^ cells (HSPC) from the BM of control and Camkk2 null mice and irradiated the cells *in vitro*. The HSPC were then incubated for 60 min in culture medium and CaMKK2 and its known targets were evaluated in total cell lysates by immunoblotting. As expected, null mice lacked any detectable CaMKK2 protein in sorted HSPC (Figure 6a). We found CaMKK2 loss did not impair the level of phospho-CaMKI in non-irradiated or irradiated HSPC (Figure 6a). There was no CaMKIV or phospho-CaMKIV detected in homeostatic or irradiated cells (data not shown). Interestingly, Camkk2 null non-irradiated HSPC had significantly less phospho-AMPK and failed to induce phospho-AMPK after radiation (Figure 6b). These results identify AMPK as the primary canonical target of CaMKK2 in HSPC and demonstrate CaMKK2 is required for coupling early radiation-induced signaling with AMPK activation.

AMPK is an evolutionarily conserved energy sensor that has an important role in cell proliferation, growth and survival.^28^ AMPK is also an important negative regulator of the Raptor-TSC-mTOR-S6K1 signaling pathway that controls S6 ribosomal protein (S6rp) to positively regulate cell proliferation. We measured the level of phospho-S6rp in non-irradiated and irradiated HSPC and found comparable levels of phospho-S6rp in non-irradiated WT and Camkk2 null HSPC. In contrast, we detected more phospho-S6rp in irradiated Camkk2 null HSPC compared with WT HSPC (1.3- *versus* 2.3-fold change, respectively; Figure 6b).

The p53 protein is an important effector of radiation signaling and its role in the control of apoptosis, quiescence and proliferation of HSPC is well documented.^29, 30^ Moreover, AMPK is a relevant upstream activator of the p53 pathway.^31, 32^ Therefore, we hypothesized the CaMKK2-AMPK axis is involved in radiation signaling and regulates p53 stabilization. We measured p53 in WT and Camkk2 null HSPC irradiated *in vitro* with 300cGy or left non-irradiated. The non-irradiated HSC from WT and Camkk2 null mice expressed comparable low levels of p53 (Figure 6b). However, WT HSPC accumulated more p53 compared with Camkk2 null HSPC in response to radiation (Figure 6b).

To further validate CaMKK2 function in radiation-induced signaling, we used lentiviral vectors to silence the expression of Camkk2 (ShCamkk2) in the M1 myeloid progenitor cell line (Figure 6c). Camkk2 deficiency induced similar changes in the gene expression profile of KSL and M1 cells (Supplementary Figures S8A and S8B). We measured the levels of phospho-AMPK, phospho-S6rp and p53 in control and ShCamkk2 M1 cells exposed to increasing radiation doses (300-500cGy) or left non-irradiated (Figure 6d). The radiation injury increased the phospho-AMPK and p53 levels in M1 control cells. In contrast, a minor increase in the phospho-AMPK and p53 levels was detected in ShCamkk2 M1 cells (Figure 6d). Radiation increased phospho-S6rp levels in both control and ShCamkk2 M1 irradiated cells, which suggests M1 cells may have additional CaMKK2-independent signals that control phosphorylation of S6rp after radiation.

To determine the functional effects of Camkk2 deficiency in M1 cells, we exposed control and ShCamkk2 M1 cells to 300cGy with or without a cell permeable AMPK agonist and then determined the number of live M1 cell 24 h after irradiation. We found ionizing radiation decreased the proliferation of M1 control cells but did not affect ShCamkk2 M1 cells (Figure 6e, top). The addition of the AMPK agonist 5-aminoimidazole-4-carboxamide 1-*β*-d-ribofuranoside, (AICAR), to the culture media reverted the refractory phenotype of ShCamkk2 M1 cells (Figure 6e, bottom). There was no increase in cell death observed following radiation or AICAR treatment (data not shown). Collectively, these findings corroborate our hypothesis and demonstrate CaMKK2 is part of the signal pathway that activates AMPK/p53 signaling and mediates the anti-proliferative effect of radiation damage.

### Pharmacologic inhibition of CaMKK2 enhances hematopoietic regeneration *in vivo*

We hypothesized that pharmacologic inhibition of CaMKK2 increases survival and HSPC recovery following TBI. To test this relevant translational implication of our findings, we delivered a lethal radiation dose of 900cGy TBI (LD_100/15_) and then treated the animals with either vehicle or the selective CaMKK2 inhibitor STO-609. The administration of STO-609 at a dose of 10 *μ*M/kg on days 1, 2 and 3 post-TBI significantly prolonged survival in the LD_100/15_ model (Figures 7a and b). This dose of STO-609 was selected based on previous *in vivo* studies of the compound.^17, 33^ We next evaluated the effects of STO-609 treatment on HSPC of mice receiving 500cGy TBI and found more total BM cells and HSPC in the BM of mice 9 days after TBI (Figures 7c and d). Collectively, our findings indicate the transient administration of STO-609 after BM injury improves survival and expands HSPC.

## Discussion

Our results uncover an important role for CaMKK2 in the mechanism controlling HSPC regeneration. CaMKK2 controls transcriptomic programs associated with stem cell quiescence and its loss stimulates HSPC regeneration *in vivo*. Interestingly, we demonstrate that pharmacological inhibition of Camkk2 improves survival and accelerates HSPC recovery following hematopoietic radiation injury.

The interrelated processes of quiescence, proliferation and differentiation are tightly regulated in stem cells and this balance controls tissue regeneration after severe injuries.^26^ Extrinsic and HSC autonomous factors are involved in the fine tuning of these processes and defects in these molecular machineries are associated with high proliferative phenotype, significant decreases of HSC and progressive exhaustion of the hematopoietic compartment that culminates in premature death.^34, 35, 36^ We show Camkk2 deletion in HSPC significantly downregulates genes affiliated with the quiescent stem cell signature.^26, 27^ However, under homeostatic conditions Camkk2 null mice have only a slight decrease in HSPC number^19^ associated with mild alterations in blood cell counts. Camkk2 null mice do not develop a progressive exhaustion of the hematopoietic compartment or blood cancer with age (LR personal communication). These findings indicate Camkk2 loss does not affect HSPC under homeostatic conditions. On the contrary, Camkk2 null HSPC have a hyper-proliferative phenotype *in vitro* and an enhanced regenerative capability following BM damage. Interestingly, in conditions that mimic the functional cross talk in the niche, Camkk2 null KSL show higher functionality than WT cells. Collectively, these findings suggest CaMKK2 has a novel function in the signaling network involved in quiescence and the regenerative response of HSC in the niche.

We demonstrated CaMKK2 links proximal radiation signaling to activation of the anti-proliferative AMPK/p53 signaling pathways (Figure 6f). Under homeostatic conditions, CaMKK2 loss decreases phospho-T172 AMPK levels. This result suggests other upstream kinases such as Lkb1 contribute to AMPK regulation in quiescent HSC.^36, 37, 38^ The CaMKK2-AMPK axis is dispensable for maintaining homeostatic HSC, which is supported by the findings that germ-line deletion of Camkk2^19^ or deletion of Ampk in the hematopoietic compartment^38^ does not impair hematopoiesis. Conversely, Lkb1 deletion is associated with a transient hyper-proliferative HSC response that is followed by an AMPK/mTOR independent catastrophic HSC depletion, pancytopenia and animal death.^36, 37, 38^ Ionizing radiation regulates AMPK activation in endothelial cells,^39^ mouse embryonic fibroblasts (MEFs)^40^ and cancer cells.^41, 42^ However, the effect of radiation on AMPK in HSPC is poorly understood and the predominant upstream kinase responsible for radiation-induced AMPK activation is unknown. Our results show CamKK2 may be the critical upstream kinase and we demonstrate radiation activates AMPK in HSPC via CaMKK2. Camkk2 deletion prevents the inhibitory effects exerted by acute activation of AMPK on downstream effectors of mTOR signaling^43^ and p53,^31, 32^ which control HSC proliferation under stress.^19, 36, 37, 38, 43, 44, 45^ The protein p53 is an important effector of the anti-proliferative effects of radiation and studies have shown short-term p53 inhibition following radiation damage facilitates hematopoietic recovery and prevents development of radiation-induced lymphomas.^46, 47, 48^ Importantly, p53 is a target of AMPK kinase. Here, we demonstrate for the first time that CaMKK2 is required for p53 accumulation following radiation injury.

Our findings have significant translational impact and suggest pharmacological CaMKK2 inhibition accelerates hematopoietic recovery following TBI injury. Furthermore, CaMKK2 inhibition may prevent blood cancers associated with the radiation treatment. Pharmacological p53 inhibition has been proposed to attenuate acute toxicity and decrease the risk of radiation-related blood cancer development.^46^ However, p53 is ubiquitously expressed which may limit therapeutic approaches. Conversely, CaMKK2 is restricted to a limited number of cell types including HSPC and myeloid cells. The restricted cellular expression of CAMKK2 makes it an attractive target to selectively prevent radiation-induced upregulation of p53 in HSPC and could limit the effects of p53 activation while simultaneously reducing the potential side effects associated with systemic p53 inhibition.

## Materials and methods

### Mice

CaMKK2-EGFP transgenic reporter mice have been described previously.^49^ Radiation was delivered by a Shepherd Cs^137^*γ*-irradiator at a dose rate of approximately 600cGy per min. All animal experiments were performed according to protocols approved by the Duke University Institutional Animal Care and Use Committee.

### Antibodies

Anti-CaMKK (pan-KK) was from BD Biosciences (San Jose, CA, USA), anti-phospho-S6rp^S240/244^, anti-phospho-AMPK*α*^T172^ and anti-AMPK*α* were from Cell Signaling Technology (Danvers, MA, USA). Anti-phospho-CaMKI^T177^ was from Santa Cruz Biotechnology (Dallas, TX, USA). Anti-*β*-actin was from Sigma.

### M1 cells and proliferation assay

M1 cells (ATCC TIB-192) were obtained from Duke Cell Culture Facility (Durham, NC, USA). In proliferation experiments, M1 cells were seeded at 2 × 10^4^/ml per well into a 24-well plate. MTS Cell Proliferation Assay Kit was from Abcam (Cambridge, MA, USA).

### Isolation and FACS of HSPC

HSPC were sorted from mouse BM based on surface expression of c-Kit, Sca-1, and low to negative expression of lineage markers (lin^-^). KSL CD34^-^ were used in reconstitution experiment as described.^50^ All antibodies were purchased from BD Biosciences, BioLegend (San Diego, CA, USA) or eBioscience (Waltham, MA, USA). Annexin-V/7AAD apoptosis kit was from BD Biosciences. The cell sorting and analyses were performed on a FACSVantage cell sorter or CANTO analyzer (Becton Dickinson, Franklin Lakes, NJ, USA).

### Microarray analysis

KLS cells were sorted from BM directly into Buffer RLT (Qiagen, Frederick, MD, USA). Microarray analysis was performed at Sequencing and Genome Technologies Shared Resource (Duke University). Microarray data are available at GEO (accession number: GSE95733).

### Gene set enrichment analysis

GSEA^22^ was applied to our microarray data. All genes were ranked by the fold change between the Camkk2 null and WT control samples. Normalized enrichment score (NES) and adjusted q-values were computed utilizing the GSEA method, based on 1000 random permutations of the ranked genes. Gene set collections (MSigDB, http://www.broadinstitute.org/gsea/msigdb/) was used to determine enriched pathways.

### *In vivo* transplantation experiments

For competitive engraftment assays, the total BM cells were isolated from femurs and tibiae of WT and Camkk2 null (CD45.2 background). c-Kit-positive cells were enriched using anti-CD117/c-Kit microbeads (Miltenyi Biotec, Auburn, CA, USA). The KSL CD34^-^ stem cells (CD45.2) were then sorted and 1000 cells were injected with 5x10^5^ competitor whole BM (CD45.1) into lethally irradiated (split dose totaling 10Gy) recipient B6-CD45.1 (B6.SJL-Ptprca Pepcb/BoyJ) mice via the retro-orbital sinus. In the same experiments, KSL CD34^-^ cells were sorted from BM of Camkk2 null or control mice treated with 200cGy 90 days before transplant. For lineage analysis, peripheral blood cells were collected and prepared as described.^51^ In some experiments, transplanted mice were monitored for up to 4 months, and then mice received 450cGy TBI. Mice were finally monitored for chimerism.

### *In vitro* proliferation with endothelial cells and methylcellulose assays

Primary BMECs were generated as described.^8^ For liquid culture experiments, freshly sorted KSL cells from control or Camkk2 null mice were plated in 2% FCS-medium (X-Vivo15, Lonza, Portsmouth, NH, USA) supplemented with 50 *μ*M 2-mercaptoethanol, SCF (50 ng/ml) and Flt-3 (30 ng/ml). After culturing for the indicated time, live cells were counted using Trypan blue exclusion. For methylcellulose assays, the recovered cells were plated in complete methylcellulose medium (StemCell Technologies, Vancouver, BC, Canada, catalog number M3434). The colony numbers were counted 8–10 days after plating.

### Immunofluorescence staining of bone sections

Femurs were decalcified, embedded in OCT media (Sakura Finetek, Torrance, CA, USA) and 10 *μ*m sections were cut using the CryoJane tape system (Instrumedics Inc., Hackensack, NJ, USA) as described.^52^ To assess BM cellularity, sections were stained with hematoxylin/eosin. Vasculature and EGFP+ cells were identified with anti-mouse VE-Cadherin (Abcam) and anti-GFP antibodies (Abcam). The nuclear dye DAPI (Invitrogen, Waltham, MA, USA) was included in all stains. Images were obtained using an Axiovert 200 microscope (Carl Zeiss, Thornwood, NY, USA).

### Immunoblotting

Immunoblots were performed according with the protocol described previously,^49^ and visualized on an Odyssay CLx imager (LI-COR Biosciences, Lincoln, NE, USA). Image Studio software (Lincoln, NE, USA) was used for quantitation.

### ShRNA lentivirus

shRNA3145 (TRCN0000028776) against Camkk2 and the negative control pLKO (TRCN0000241923) were obtained from Open Biosystems (Huntsville, USA). M1 cells were infected with shRNA3145 or pLKO virus containing sham shRNA pLKO vector, or *Camkk2* (3142, 3143 or 3145 clones) shRNA vector using polybrene as per the manufacturer’s instruction. Cells were then selected and maintained in media with puromycin.

### Statistical analysis

In mice studies, a power calculation of sample size was performed with the help of the Duke University Biostatistic core service. A two-tailed Student’s *t*-tests and one-way ANOVA were used to determine statistical significance. A *P*-value <0.05 was considered significant. The variance was comparable between each group of data that was statistically compared. The statistical significance was determined using GraphPad Prism 7 software (GraphPad Software, Inc., La Jolla, CA, USA).

## Figures and Tables

**Figure 1:**
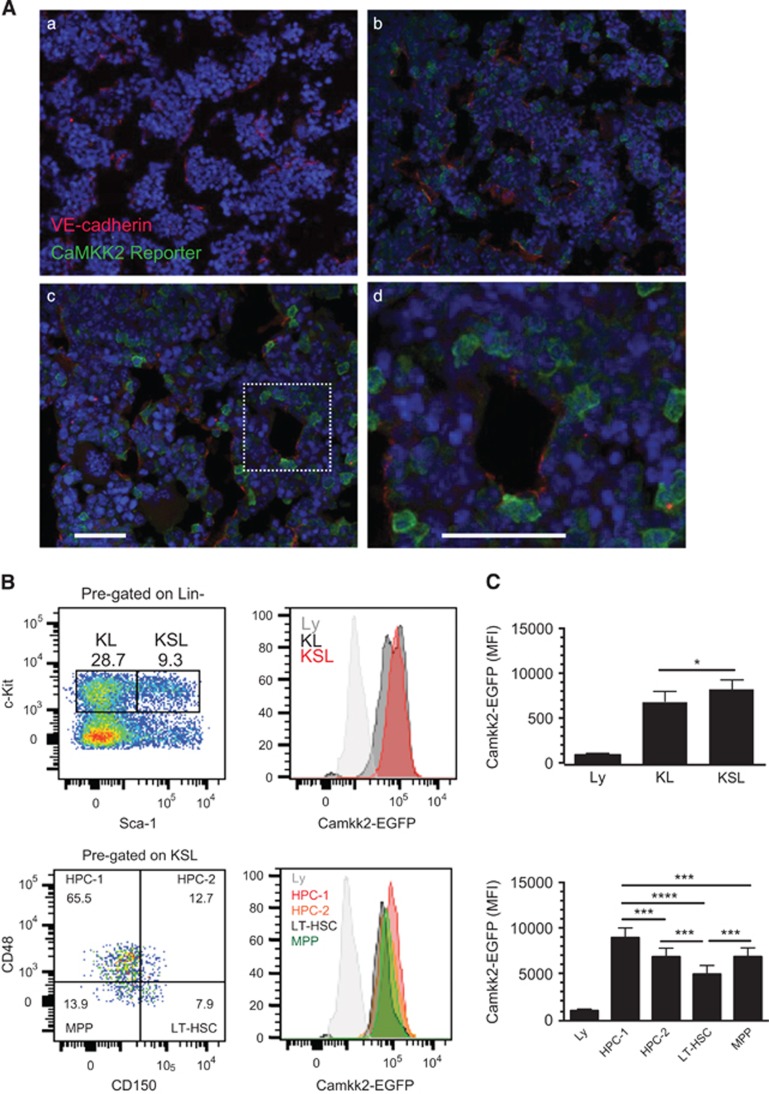
Camkk2 expression is enriched in primitive HSPCs *in vivo.* (**A**) Femurs were harvested from control and Camkk2-EGFP reporter mice and sectioned for immunofluorescent staining with VE-cadherin and anti-GFP antibodies (**A**a, **A**b; low magnification, **A**c and insets high magnification) (*n*=3 per genotype). (**B**) BM cells from control and Camkk2-EGFP reporter mice were isolated, stained to identify HSPC subsets and analyzed by flow cytometry (top and bottom panels). (**C**) The reporter expression is shown relative to lymphocyte EGFP intensity, which is considered CaMKK2 negative. The relative EGFP expression is quantitated in the right panels (*n*=6 mice/genotype). Bars graph reports mean±S.E.M. *, *** and **** refer to *P*-values < 0.05, 0.005 and 0.001, respectively

**Figure 2:**
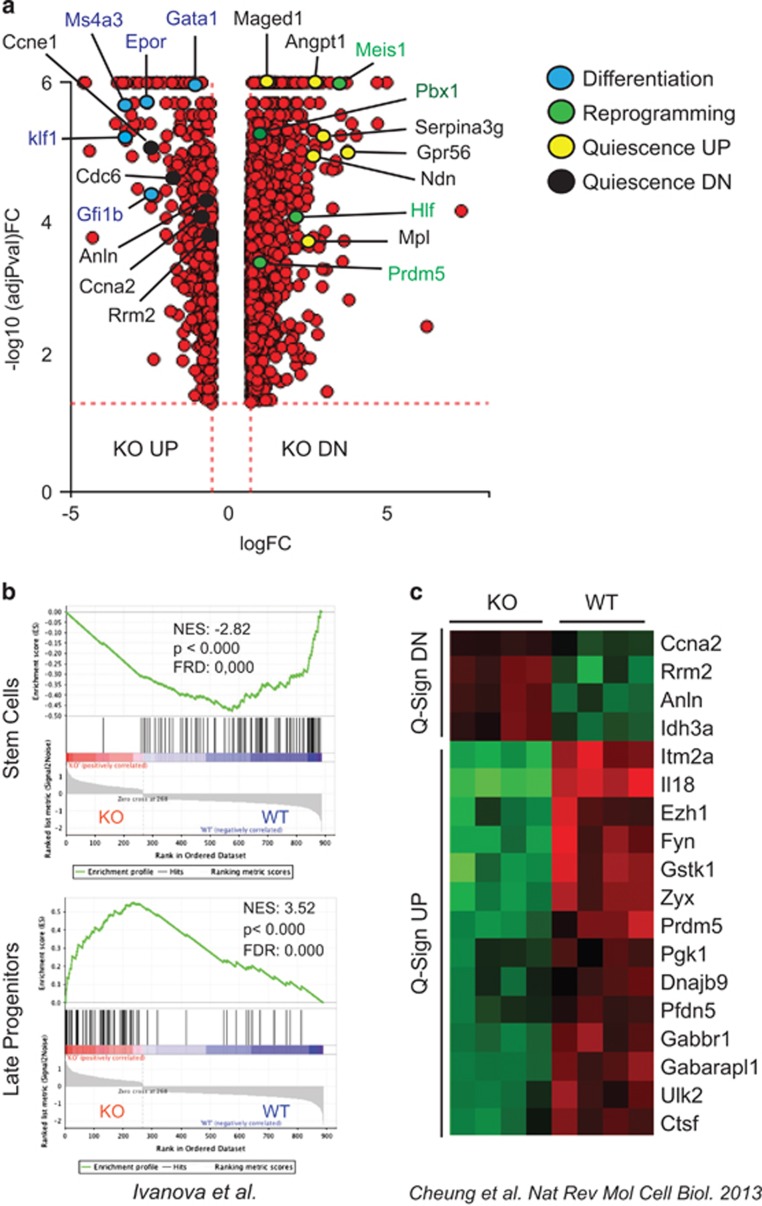
Camkk2 regulates transcriptional program of hematopoietic stem cells. (**a**) Volcano plot comparison of DEGs in KSL cells isolated from BM of Camkk2 null and control mice (WT and KO, respectively). Genes downregulated or upregulated in KO compared with WT are indicated as KO DN and KO UP, respectively. Color dots indicate genes involved in the regulation of differentiation or reprogramming of mature hematopoietic cells to HSC. (**b**) GSEA of microarray data shows that gene signatures for genes enriched in hematopoietic stem cells are significantly downregulated in KO KSL (upper). In contrast, genes enriched in late progenitors are significantly upregulated in KO KSL (lower). (**c**) Loss of Camkk2 downregulates the quiescent gene signature in stem cells. Heatmap represents DEGs in quiescent stem cell signature. Q-Sign DN and UP indicate genes downregulated and upregulated in quiescent stem cells. The color key of heatmaps indicates row-wise scaled RPKM values (z-score)

**Figure 3:**
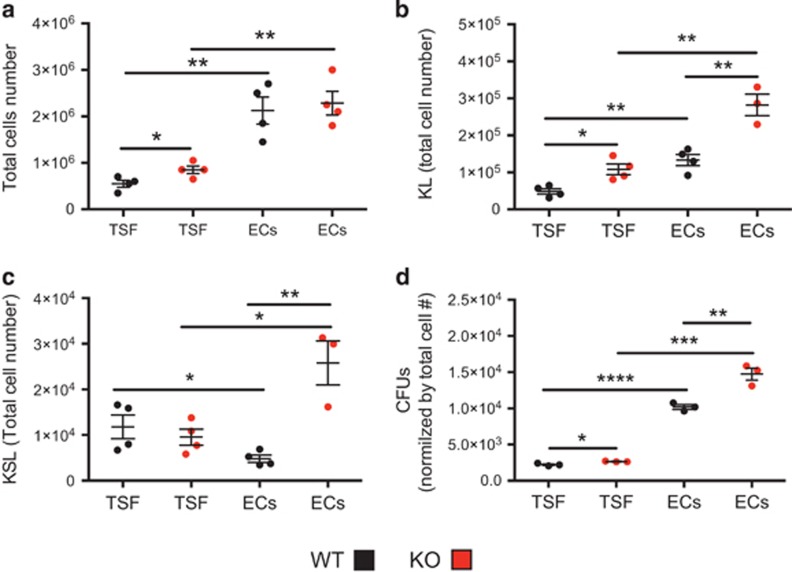
Camkk2 null hematopoietic stem cells have increased proliferation *in vitro.* KSL cells were sorted from WT and Camkk2 null mice and cultured with TPO, SCF and Flt-3L in the presence or absence of BM endothelial cells (TSF and ECs, respectively). Cell were harvested and analyzed on day 7. (**a**) Total cells number. (**b** and **c**) Absolute numbers of KL and KSL cells. (**d**) Cells recovered at day 7 were plated in methylcellulose media for colony formation and colonies (CFUs). Graphs report total CFUs normalized by total cell expansion. The experiment was replicated twice. Bars graph reports mean±S.E.M. *P<0.05, **P<0.01, ***P<0.005. **** *P*<0.001

**Figure 4:**
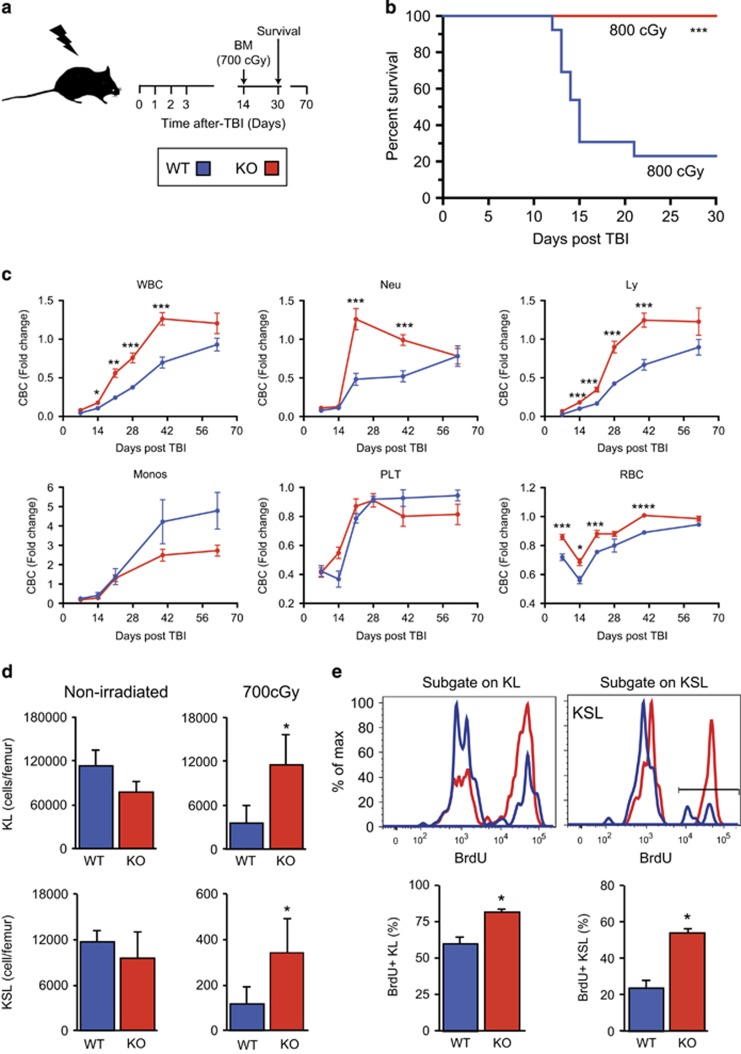
Camkk2 null mice have improved survival and accelerated hematopoietic recovery following TBI. (**a**) Scheme of TBI. Mice were TBI and monitored for survival, blood cell count (CBC) and BM recovery. (**b**) Survival of WT and Camkk2 null mice (WT and KO, respectively) irradiated with 800cGy (*n*=14 mice per genotype). The blue lines indicate control and the red lines indicate Camkk2 null mice. (**c**) Hematopoietic recovery in WT and KO mice sublethally irradiated with 700cGy TBI and bled for CBC analysis of total WBCs, platelets (PLT), RBCs, neutrophils (NE), monocytes (Mo) and lymphocytes (Ly) (*n*=6 and 9 mice for WT and Camkk2 null mice, respectively). (**d**) WT and KO mice (*n*=10 per group) were irradiated with 700cGy TBI and euthanized 14 days after irradiation. WT and KO non-irradiated mice were used as controls (*n*=6 mice per group). Upper and lower bar graphs report mean ±S.E.M. of KL and KSL, respectively. (**e**) BrdU incorporation in KL and KSL cells *in vivo* during regeneration. WT and KO mice were irradiated with 700cGy TBI, and after 14 days were pulsed with BrdU *in vivo* for 2 h before killing. Dot plots of KL and KSL cells and BrdU incorporation on day 14 after radiation (top panels). BrdU staining FACS profiles in KL and KSL subsets (upper panels). Bars graph reports mean±S.E.M. The percentage of BrdU^+^ cells is shown in lower graphs (bottom panels; *n*=6 per genotype). *P<0.05, **P<0.01, ***P<0.005, ****P<0.001

**Figure 5:**
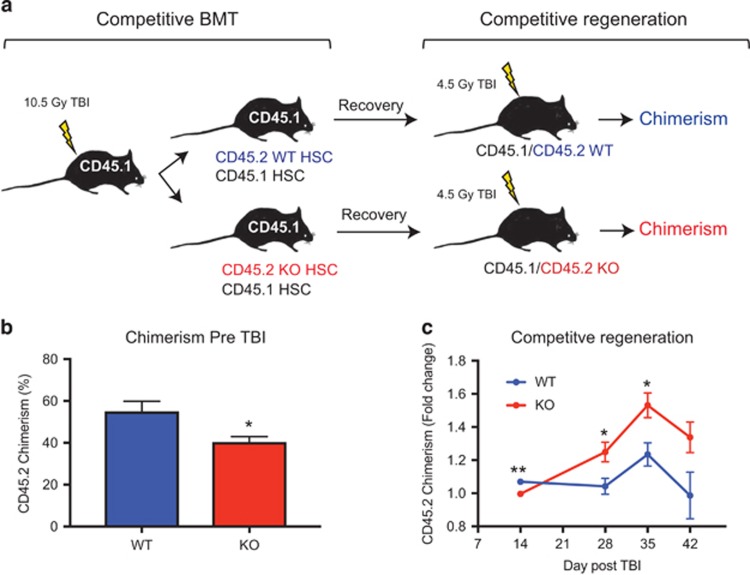
Camkk2 null HSC have a cell-intrinsic enhanced regenerative capability *in vivo*. KSL CD34^-^ cells were isolated from WT and Camkk2 null mice (WT and KO, respectively) and transplanted in lethally irradiated recipient mice with CD45.1 competitor BM. The recipient mice receiving WT or KO KSL CD34^-^ cells were monitored for 4 months. Subsequently, mice showing comparable percentages of WT or KO donor CD45.2 cells were irradiated with 450cGy TBI and bled weekly after irradiation (*n*= 6 per group). (**a**) Scheme of the experiment. (**b**) CD45.2 chimerism in mice reconstituted with WT or KO KSL CD34^-^ before receiving 4.5Gy TBI. (**c**) Donor CD45.2 chimerism was monitored by flow cytometry and the results are expressed as fold change over the basal level (pre-TBI). Bars graph reports mean±S.E.M. *P<0.05, **P<0.01

**Figure 6:**
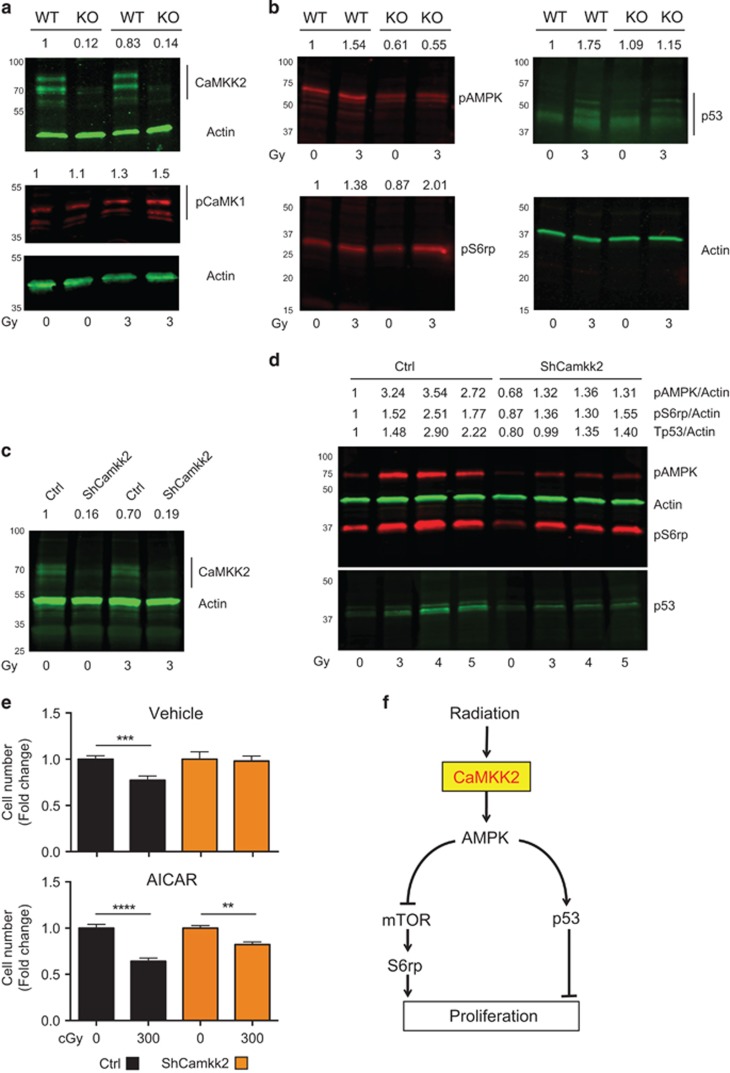
CaMKK2 couples radiation signaling with the AMPK anti-proliferative pathway. HSPC (KL+KSL) were isolated from WT and Camkk2 null (KO) mice and irradiated *in vitro* with 400cGy or left non-irradiated. Cells were then cultured for 1-h in regular medium. Protein expression was normalized by actin and expressed as fold change over basal (non-irradiated WT HSPC), and is reported on the top of each lane. (**a**) Immunoblots of CaMKK2, phospho-CaMK1 (pCaMK1) and actin. (**b**) Immunoblots of Tp53, phosphorylated AMPK and S6rp (pAMPK and pS6rp, respectively). (**c**-**e**) M1 myeloid progenitor cells were transduced with lentiviral vectors expressing a short hairpin sequence for silencing Camkk2 or a control sequence (ShCamkk2 and Ctrl, respectively). Ctrl and ShCamkk2 M1 cells were then irradiated or left non-irradiated. One-hour after irradiation, M1 cell protein expression was assessed by immunoblotting. (**c**) Expression of CaMKK2 and actin. (**d**) Immunoblots of pAMPK, pS6rp, actin and Tp53 of M1 cells irradiated with increasing doses of radiation or left non-irradiated. (**e**) M1 cells transduced with Ctrl and ShCamkk2 lentiviral vectors were 300cGy irradiated and cultured for 24 h in regular medium in the presence or absence of AICAR (100 *μ*M), a cell permeable AMPK agonist (Top and lower, respectively). Cell number was determined using a colorimetric assay, and the results are expressed as fold change of non-irradiated cells cultured in the absence of AICAR. Bars graph reports mean±S.E.M. The experiments included in this figures were replicated at least three times. (**f**) Modeling the radiation-induced CaMKK2-dependent signal pathway. **P<0.01,***P<0.005, ****P<0.001

**Figure 7:**
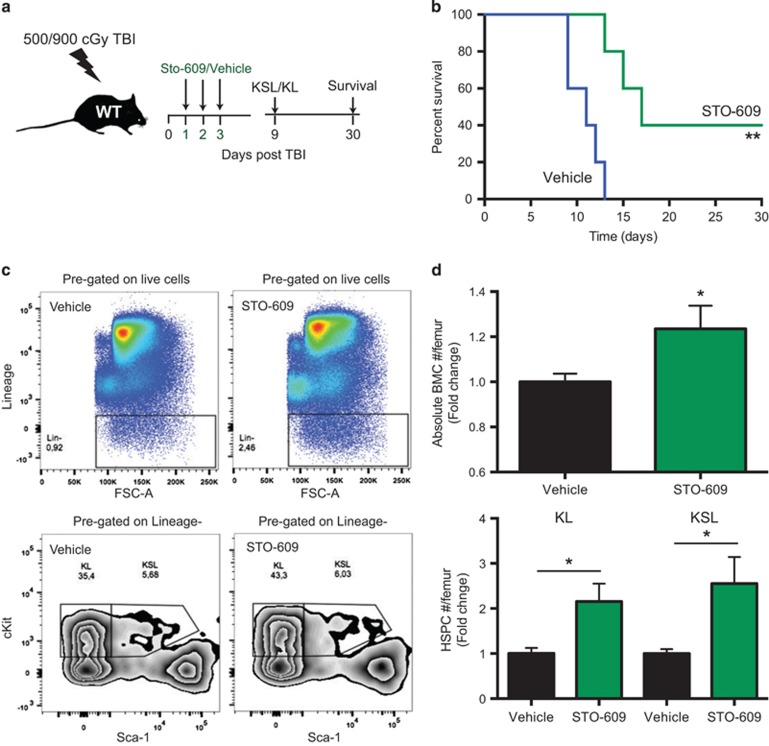
Pharmacologic inhibition of CaMKK2 enhances hematopoietic regeneration *in vivo*. Treatment with STO-609, a CaMKK2 inhibitor, mitigates the acute hematopoietic radiation syndrome. (**a**) Scheme of irradiation and STO-609 treatment in wild type mice. (**b**) Survival of 900cGy TBI wild-type mice treated with vehicle or STO-609 (*n*=10 per group). Wild-type mice were irradiated with 500cGy TBI and were then treated with STO-609 or vehicle after 24 h. Nine days after TBI, the mice were killed and bones were removed. The BM cells were counted and stained to identify HPSC (BMC). (**c**) Representative staining and gating strategy. (**d**) Absolute number of BMC and HSPC (upper and lower graph, respectively). The results are expressed as the fold changes over the absolute number of cells recovered form vehicle-treated wild type mice, and are normalized for one femur. Two independent experiments have been combined (total number of mice=9 per group). Bars graph reports mean±S.E.M. *P-value <0.05, **P-value <0.01

How the deposited data were processed for this re-analysis (not part of the article)

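Gene expression was measured on 16 whole-transcript mouse arrays with biotin-labelled RNA amplified from small amounts of total RNA. The arrays carry the labels KSL WT, KSL Camkk2 null, KL WT and KL Camkk2 null, with 4 replicates each, and the series gives 16 mice per genotype. KSL are Lin−c-Kit+Sca-1+ cells and KL are Lin−c-Kit+Sca-1− progenitors. The paper reports the KSL arrays, and the KL arrays were analysed here beside them. The genotype of each array was taken from its label, which Camkk2 expression did not follow.

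The authors deposited log2 values, which the processing notes credit to RMA (background correction, quantile normalization and summary of probes) in Partek 6.6. The values ran from 2.14 to 15.01 with array medians between 5.01 and 5.12, and no pair of arrays was identical. The options of RMA were not stated in the sources used here, and scanner files were not used here. The number of arrays, not a read depth, limits the precision.

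Of 72688 features, 6918 were controls and 32750 were listed with a gene in the platform annotation. Of these, 30468 probe sets named 1 gene and were kept, and 2282 that named several were left out. The 39938 features not listed were left out as well. Symbols were brought up to date through Entrez identifiers for 827 probe sets, with a gene table of the assembly GRCm38.p6, used for names and for the order of neighbouring genes. Where a gene had over 1 probe set (348 genes), the probe set with the highest mean was used, which left 30026 genes. No filter on dim genes was applied. Some genes of the lists and of the paper, among them Ly6a, which encodes Sca-1, are not analysed here.

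Differences between labels were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), on the 8 KSL arrays for KSL and the 8 KL arrays for KL. The difference between these effects, and KSL against KL within a label, were tested on all 16 arrays. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 1.5, thresholds read from the lines of Figure 2a because the paper's text states none for the arrays. The paper's statistics section names Student's tests and a p under 0.05 for its data in general. An F test across the replicate numbers was added after the values of Camkk2 were seen.

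A set of 23 gene lists was written from general knowledge before the data were examined, covering stem cell, lymphoid, erythroid, megakaryocyte and GMP genes, cell cycle, quiescence, adhesion, chemokine, kinase pathway, p53, interferon, MHC class II and immediate-early genes, and markers of 8 other cell types. Each list was tested with camera at a preset correlation of 0.01, with adjustment over the lists, and again with an estimated correlation, with fry and with preranked GSEA (fgsea 1.28.0, 1000 gene permutations). Over-representation of called genes was tested with Fisher's exact test. Some lists hold genes that the paper named from the KSL arrays, so in KSL they are not fully independent of the paper's picks.

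The genes named were Camkk2, every gene of the paper's text or Figure 2, the 8 genes in KSL and 4 in KL with the largest change in each direction whose labels did not overlap on any array, the 4 in each direction for the difference between the effects (where none was called), and the 4 members of each list with the smallest adjusted p among those called. Predicted genes, small RNAs and receptor segments were passed over. This rule gave 127 genes. Other list members that are named (such as Procr, Slamf1, Hoxb5, Fgd5, Mycn, Lmo2, Zfp37, Runx1t1, Ifi30, Nfe2, Csf3r, Ptprc, F11r, Cldn15, Rb1 and Rgcc), the immunoglobulin segments and the genes that differ between KSL and KL were chosen after their values were seen.

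The alternatives set before the data were examined were other fold and p thresholds, the mean of a gene's probe sets or each probe set alone, a filter that leaves out genes under the 40 percentile of mean signal, quantile normalization, centring of arrays on their median, a trend with robust empirical Bayes, array weights, the paper's t-test across genes, all 16 arrays in 1 model, a block for the replicate number, and each array left out in turn. Fits on replicates 1 and 2 alone and on 3 and 4 alone were added after the values of Camkk2 were seen. For single genes, all 16 arrays in 1 model, centring, array weights, a fold of at least 2 and an adjusted p under 0.01 were added after their values were seen. Other groupings of the arrays were counted as well, 35 per comparison within 8 arrays and 100 drawn for the difference between KSL and KL effects.

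The scripts were tested on simulated data with 200 of 30026 genes changed. For KSL, 82.1% of genes changed by a fold of 1.5 were recovered at the adjusted p, and 100% at a fold of 2 and of 4, with 10 false calls. For the difference between KSL and KL effects, the shares were 85.1%, 92.5% and 100%, with 14 false calls. For the F test across replicate numbers, 98.5% were recovered at a fold of 2, with 9 false calls. The summary tables and plots used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The published signatures cited by the paper, the M1 cell data and the proteins were not analysed here.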

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

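The F test across replicate numbers, the tests of Camkk2 by number, of the targeted allele and of exchanged labels, and the split test of KSL against KL were chosen after the values were seen.

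The KL arrays, which the paper does not report, showed 817 genes lower and 383 higher under the null label among 30026 genes tested (limma, adjusted p under 0.05 and a fold of at least 1.5). Of the genes lower in KSL, 700 were also lower in KL, where 30.3 are due if the lists were independent. For higher genes the overlap was 260, where 5.00 are due, and 0 genes were called in opposite directions. Across genes, which are not independent replicates, the effects in KSL and KL correlated with r = 0.885. No gene passed the test of the difference between the effects (0 by limma and by the plain t-test with adjustment, with 1861 genes at an unadjusted p under 0.05 where 1501 are due, and 6 by limma without KL null replicate 4 and 2 with quantile normalization). Chance alone is unlikely for the KSL and KL counts. Among 35 splits of each set of 8 arrays, only the labelled split reached 1504 genes in KSL (highest other 2) and 1200 in KL (highest other 0). That share, 1 of 35, is the smallest these splits allow, and it does not show that the label gives the genotype. For the difference between the effects, the labelled grouping called 0 genes, a count that each of 100 drawn groupings reaches whatever the data, so these groupings test nothing here. The highest of them called 2317 and the median was 0, and why that grouping called so many was not tested.

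KSL and KL differed in 25 genes under the WT label (3 higher and 22 lower in KSL) and in 80 under the null label (11 higher and 69 lower), in limma on all 16 arrays. The count under the WT label was 63 without KSL WT replicate 2, 15 without KSL WT replicate 1 or KL WT replicate 3, 13 without KSL WT replicate 3 and 9 without KL WT replicate 4. On the 8 WT arrays alone the labelled split called 7 genes, and 2 of 35 splits reached that, so chance cannot be excluded for a count that takes no account of the replicate number. The other one was the split of replicates 1 and 2 against 3 and 4, with 37 genes, and the median of the other splits was 0. A model of all 16 arrays with the replicate number as a block called 37 genes between KSL and KL under the WT label.

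Camkk2 did not follow the genotype label but split by replicate number, and 173 genes differed by replicate number (adjusted p under 0.05, limma F test), with Camkk2 at rank 7. A transcript of the targeted allele that the probe set still reads cannot be told apart from wrong labels, because the difference under the null label was -0.13 and the deleted part is not known here. Labels that do not belong to the arrays would bring genes near Camkk2 with them: 4 of 288 genes within 10 Mb differed by number (1.39%, against 0.557% elsewhere, Fisher's exact p = 0.0812), which is too few to decide. A batch between replicate numbers may account for the pattern, in that 173 genes, 164 of them with a position away from Camkk2, differed by number. Labels that do not belong to the arrays could also give such genes, so this count cannot tell a batch from wrong labels. No biological explanation was tested, since the labels give none for the replicate number.

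Stem cell genes were lower and erythroid and GMP genes higher under the null label in KSL and also in KL. With an estimated correlation the GMP call was lost in both (camera adjusted p = 0.352 in KSL and 0.245 in KL). For KL cells in the null KSL sort, a slope above 0 of the KSL effect on the KL minus KSL difference under WT was predicted. The slope was -0.461 (median of 6 halvings of the WT KSL arrays, -0.638 to -0.214). Under WT, labelled KSL was itself slightly higher than KL in erythroid and GMP genes (medians 0.13 and 0.14). By camera these 2 differences were lost with an estimated correlation (adjusted p = 0.294 and 0.522). Since these genes did not rise from labelled KSL to KL, the slope cannot decide whether KL cells entered the sort. The erythroid mean of the null KSL arrays (0.694 to 0.862) lay above that of KL under either label (-0.839 to -0.657 for WT and 0.301 to 0.607 for null). If the cell type labels are right, these means argue against labelled KL cells in the sort as the whole of the erythroid rise in KSL. A shift toward progenitors other than the labelled KL cells stays open. A candidate explanation is that cell type and genotype labels were exchanged, which cannot be told apart: Camkk2 did not follow the labelled cell type either (0.13, SE 0.27, adjusted p = 0.974 under the WT label), but the deleted part is not known here, and the stem cell list was slightly lower in labelled KSL than KL (median -0.12, camera adjusted p = 7.94e-07, and 0.015 with an estimated correlation). The labelled genotype separated 1504 genes in KSL and 1200 in KL, and the labelled cell type 25 under WT and 80 under null. An exchange would have been argued against if the labelled cell type had separated at least as many genes. It did not, so the counts go with an exchange without showing one. Different handling of the cells may contribute, since the immediate-early and heat shock list moved in KSL (median -0.12, camera adjusted p = 0.00327), although not with an estimated correlation (adjusted p = 0.379) or with dim genes left out (adjusted p = 0.122), and in KL (8 of 21 lower, median -0.41, adjusted p = 5.73e-06, and 0.114 with an estimated correlation). An effect of Camkk2 loss, which the paper concludes, stays open and untested by these comparisons, since Camkk2 did not follow the label, and the paper states similar expression changes in KSL and in M1 cells with Camkk2 silenced (Supplementary Figures S8A and S8B), a measure that runs the way the labels say and is not analysed here.

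Genes next to Camkk2 could change through donor strain DNA around the targeted locus. Within 10 Mb on chromosome 5, 14 of 288 genes were called in KSL (4.86%, against 5.02% elsewhere), an odds ratio of 0.966 (Fisher's exact p = 1), and 8 in KL (2.78% against 4.03%, odds ratio 0.681, p = 0.364). If the null label gives the genotype, the lack of an excess near Camkk2 argues against such DNA as a source of widespread changes in neighbouring genes. These counts do not test whether such DNA acts on genes elsewhere. A part in single genes stays open. Camkk2 did not follow that label, and if the label is wrong these counts test nothing about such DNA.

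By camera, the effect of the null label differed between KSL and KL for 12 lists. The median of KSL minus KL effects was -0.463 for GMP genes, -0.399 for mast cell and basophil markers, -0.387 for eosinophil markers, -0.25 for MHC class II, -0.187 for plasmacytoid dendritic cell markers, -0.125 for megakaryocyte genes, -0.0812 for lymphoid priming, -0.073 for the cell cycle, -0.0726 for the interferon response, -0.0481 for chemokine signaling, 0.14 for erythroid genes and 0.164 for immediate-early genes. The adjusted p values from camera ran from 2.25e-17 for GMP genes to 0.0221 for eosinophil markers. With an estimated correlation no list passed (lowest adjusted p = 0.0541, chemokine signaling), nor with fry (lowest adjusted p = 0.0701). By preranked GSEA, which permutes genes, these 12 lists passed (adjusted p from 0.0048 to 0.0104), and so did quiescence, cell adhesion, T and NK cell, and macrophage and monocyte genes. For GMP genes and for mast cell and eosinophil markers, replicates 1 and 2 carried the larger part of the difference. The eosinophil means of the null arrays, in the order of the replicate number, were -0.385, -0.048, 0.219 and 0.254 in KSL and 0.760, 0.352, 0.146 and 0.093 in KL. The mast cell means of the KSL null arrays were -0.381, -0.305, 0.143 and 0.155, and the GMP means of the KL null arrays were 0.704, 0.701, 0.274 and 0.207.

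In 22 of 600 groups of 4 arrays (3.67%) the highest or lowest array stood apart, with a gap to its nearest neighbour above the 95% critical value for 4 arrays when divided by the group's range, which chance gives in about 1 in 20 groups. In KSL labelled WT the ratios of gap to range were 0.906 for Meis1 and 0.831 for Padi4 (replicate 1), 0.903 for Cpa3 (replicate 2), and 0.903 for Prkag2 and 0.934 for Trp53inp1 (replicate 3). In KSL labelled null they were 0.852 for Klf1, 0.859 for Lyz2 and 0.861 for Pecam1 (replicate 1), 0.851 for Rrm1 (replicate 3), and 0.877 for Eya1 and 0.962 for Esam (replicate 4). In KL labelled WT they were 0.843 for Lsp1 (replicate 1), 0.832 for Angpt1 (replicate 2), 0.967 for Ctsf and 0.857 for Trim30a (replicate 3), and 0.854 for Prg3 and 0.902 for Ddx58 (replicate 4). In KL labelled null they were 0.977 for Dntt, 0.858 for Flt3, 0.873 for H2-Aa and 0.898 for the lymphoid list (replicate 1), and 0.900 for Rrm1 (replicate 3).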

How the results depend on the processing

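The fits on replicates 1 and 2 alone and on 3 and 4 alone were chosen after the values were seen, as were all 16 arrays in 1 model, centring, array weights, a fold of at least 2 and an adjusted p under 0.01 for single genes. Of 4613 alternative values of named genes, 4448 kept their direction and side of the thresholds. Another 134 fell under a threshold (78 of them at a fold of at least 2, which left 69 named genes called in KSL in place of 111), 31 passed one and 0 reversed. Other thresholds, the dim gene filter, the empirical Bayes settings, the t-test, the block and 1 model leave the log2 change as it was. These could not reverse a direction, and the mean of probe sets could change only Pgk1. Apart from Camkk2, the named genes were picked on these arrays, by the paper or by their change or p value. Such picking favours kept calls, so these counts are a weak test. Centring took Idh3a and Rrm1 in KSL under the fold minimum (both 0.57), array weights took Cd68 in KSL under it (-0.56) and Gabbr1 in KL past it (-0.59), and with all 16 arrays in 1 model Prg3 in KSL had an adjusted p of 0.055. Of 644 for the gene lists, 605 kept their call, 23 lost it and 16 gained one. Of 197 alternative counts, 174 stayed within 1.5 times. Without the fold minimum, KSL had 3158 lower and 2551 higher genes and KL 2602 and 2144, and with a fold of at least 2, KSL had 352 and 130 and KL 275 and 129, as the thresholds themselves set. With quantile normalization 2 genes differed between the KSL and KL effects, and 94 with the t-test without adjustment. Between KSL and KL under the WT label, 8 genes were called at a fold of at least 2, 7 at an adjusted p under 0.01, 7 with the t-test with adjustment and 111 without. Leaving out each array in turn gave 1031 to 1154 lower and 370 to 408 higher genes in KSL, and 778 to 877 lower and 346 to 429 higher in KL. For the difference between KSL and KL effects the range was 0 to 6, with 6 without KL null replicate 4. For KSL against KL under the WT label it was 9 to 63, with 63 without KSL WT replicate 2, 9 without KL WT replicate 4, 13 without KSL WT replicate 3, and 15 without KL WT replicate 3 or KSL WT replicate 1. The cause of these changes was not tested. The Camkk2 difference between the labels ran from -0.31 to -0.0068 in KSL and from -0.25 to 0.079 in KL when each array was left out. Leaving out 1 array also unbalances the replicate numbers between the labels, so this range holds the split by number. With an estimated correlation, 9 lists were called in KSL in place of 17, and 8 in KL in place of 15. Replicates 1 and 2 alone gave 1093 lower and 400 higher genes in KSL and 607 and 415 in KL, and replicates 3 and 4 alone 1031 and 431 in KSL and 973 and 385 in KL. In KSL, Idh3a was under the fold minimum without null replicate 2 (0.53) or 4 (0.55) or WT replicate 2 (0.55) or 4 (0.58), Dnajb9 without null replicate 1 (-0.55) or 2 (-0.56) or WT replicate 3 or 4 (both -0.57), Pfdn5 without null replicate 1 (-0.56), and Rrm1 without null replicate 1 (0.58), 2 (0.57) or 4 (0.58) or WT replicate 2 (0.57), 3 (0.53) or 4 (0.56). Signal near background hides changes of dim genes, and without the genes under the 40 percentile KSL had 1041 lower and 382 higher genes.

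Same-numbered arrays deviated together in part: 9 of 24 pairs correlated across genes with r over 0.1 (range -0.0851 to 0.244), the own number was the highest in 10, where 1 in 4 is due by chance, and 173 genes differed by replicate number, Camkk2 among them. With the replicate number as a block, KSL had 1127 lower and 406 higher genes and KL 833 and 387. The difference between effects had 0, and KSL against KL under the WT label 37. A different, random block, which joins arrays that share genotype label and replicate number, gave 28 for that last comparison. The block of the replicate number changed 1 call among the named genes (Gzmb in KSL, which passed at 0.75) and none among the lists.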

Differences from the paper's values

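The paper's text gives 14 Q-Sign UP genes as lower in Camkk2 null KSL, and 9 of the 13 measured here passed an adjusted p under 0.05 and a fold of at least 1.5. The paper's text states no threshold for this count. Among the alternatives set before the data were examined, 13 passed with no fold minimum, and 10 passed without KSL null replicate 3 or 4 or without KSL WT replicate 2 or 3, and these counts were within 1.5 times the paper's. Under the other alternatives set for named genes the difference remained. All 16 arrays in 1 model, centring of arrays, array weights and an adjusted p under 0.01, which were added for single genes after the values were seen, gave 9 each, and a fold of at least 2, added likewise, gave 1.

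The log2 changes of 14 genes in KSL differed from the paper's volcano plot, whose axis was turned here to null over WT. Among lower genes, the paper's values are about -1.2 for Maged1, about -2.7 for Angpt1, about -3.5 for Meis1, about -3.8 for Adgrg1 (Gpr56 in the plot) and about -2.7 for Ndn in Fig. 2a, read by eye, and the values here were -0.87, -2.34, -2.52, -2.05 and -1.87. Among higher genes, the paper's values are about 1.1 for Gata1, about 3.3 for Ms4a3, about 2.6 for Epor, about 3.3 for Klf1 and about 2.4 for Gfi1b in Fig. 2a, read by eye, and the values here were 0.90, 2.01, 2.04, 2.29 and 1.39. For cell cycle genes, the paper's values are about 2.5 for Ccne1, about 1.8 for Cdc6, about 0.7 for Anln and about 0.9 for Ccna2 in Fig. 2a, read by eye, and the values here were 1.87, 0.92, 0.52 and 0.37. The margin for a difference was the larger of the SDs of the WT and null KSL arrays. It holds no error for reading the plot by eye, so small gaps are uncertain. None of the alternatives set before the data were examined for named genes brought any of these 14 within the margin. Nor did all 16 arrays in 1 model, centring of arrays or array weights, which were added after the values were seen. No single change of log base closes these differences. All 30 measured genes of the paper's text and Figure 2 had the paper's direction here.

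The paper names Ccna2 and Anln among the Q-Sign DN genes that were higher in Camkk2 null KSL. Here both were under the fold minimum of 1.5 (0.37 and 0.52), with Rrm2 and Idh3a past it, and all 4 passed when no fold minimum was set.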

Other observations

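The hypotheses on labels, sorting and handling and their tests are given with the results above, and the immunoglobulin segments and the genes that differ between KSL and KL were picked after their values were seen.

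Genes of the interferon response and of antigen presentation were lower in KSL labelled Camkk2 null, a label that Camkk2 did not follow. Of 34 measured interferon-induced genes, 13 were lower and none was higher (13 when adjusted over the list alone), with a median log2 change of -0.52 (camera adjusted p = 8.36e-18, and 0.00557 with an estimated correlation). Rtp4 changed by -1.61 (SE 0.095) and Trim30a by -1.18 (SE 0.093). In KL, 12 of 34 were lower and none was higher (adjusted p = 1.99e-15 from camera, and 0.0449 with an estimated correlation). Of 11 MHC class II genes, 9 were lower and 1 was higher in KSL and in KL alike (9 and 1 when adjusted over the list alone), with medians of -1.14 and -0.92. H2-Ab1, a class II chain, changed by -1.27 (SE 0.074) in KSL, and Ifi30, a lysosomal thiol reductase, was the gene that rose (0.98). The camera adjusted p values of this list were 1.53e-10 in KSL and 2.38e-09 in KL, and 0.015 and 0.0449 with an estimated correlation. Of 195 immunoglobulin heavy and kappa V segments, 82 were lower and none was higher in KSL, with a median of -0.59, and 69 were lower in KL.

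Several lists changed in KL under the null label in the direction they had in KSL. Megakaryocyte, plasmacytoid dendritic cell, and T and NK cell lists passed camera in KSL but not in KL (KL adjusted p = 0.365, 0.0874 and 0.0838). Mast cell and basophil markers, which passed camera in neither, had medians of opposite sign. Of 41 stem cell identity genes, 17 were lower and none was higher (median -0.43, camera adjusted p = 1.64e-24, and 0.00184 with an estimated correlation), with Hlf at -2.31 (SE 0.067) and Meis1 at -2.12 (SE 0.082). Of 36 erythroid genes, 24 were higher and none was lower (median 1.04, adjusted p = 8.16e-26 from camera, and 0.0449 with an estimated correlation), with Rhag at 3.98 (SE 0.12). Of 35 GMP genes, 18 were higher and 2 were lower (median 1.02, adjusted p = 1.90e-09, and 0.245 with an estimated correlation), with Elane at 2.71 (SE 0.20) and Ms4a3 at 3.04 (SE 0.19), and the mean of these genes stood at 0.704 and 0.701 in null replicates 1 and 2 against 0.274 and 0.207 in 3 and 4. Of 25 lymphoid genes, 10 were lower and none was higher (adjusted p = 2.59e-10, and 0.0252 with an estimated correlation), with Dntt at -3.80 (SE 0.22). Of 43 quiescence regulators, 9 were lower and 1 was higher (adjusted p = 2.35e-09, and 0.0252 with an estimated correlation), and of 65 cell cycle genes 5 were higher and none was lower (adjusted p = 4.78e-09, and 0.0699 with an estimated correlation). Of 102 cell adhesion genes, 23 were lower and 1 was higher (adjusted p = 7.54e-08, and 0.0764 with an estimated correlation), and of 21 immediate-early genes 8 were lower and 1 was higher (median -0.41, adjusted p = 5.73e-06, and 0.114 with an estimated correlation). Of 17 stromal and endothelial markers, 3 were lower and none was higher (camera adjusted p = 0.00505, and 0.206 with an estimated correlation). Of 14 mast cell and basophil markers 4 were higher and none was lower (median 0.04 against -0.19 in KSL, adjusted p = 0.0838, 0.0303 with fry, 0.00569 by preranked GSEA and 0.0083 without KL WT replicate 4), and of 6 eosinophil markers 3 were higher and none was lower (adjusted p = 0.103, 0.0151 by preranked GSEA, 0.0087 with dim genes left out and 0.0414 without KL null replicate 4). Of these 3, 2 lost their call without KL null replicate 1 or 2 or KL WT replicate 1 or 3, and 1 without KL WT replicate 2. All these KL counts were equal when adjusted over the list alone.

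Of 22 genes of the CaMKK2 and AMPK pathway, 3 were lower in KSL and none was higher: Camk1 (-0.63), Camk2g (-0.77) and the AMPK subunit gene Prkag2 (-0.93), with a camera adjusted p of 0.00241 (0.126 with an estimated correlation and 0.130 by preranked GSEA). In KL 3 were lower and none was higher (camera adjusted p = 0.00653, and 0.051 with an estimated correlation). Of 26 p53 targets, 3 were lower in KSL and none was higher: Sesn1 (-1.51), Trp53inp1 (-1.36) and Cdkn1a (-0.68, and -0.58 without KSL null replicate 1, under the fold minimum), with an adjusted p of 0.00327 (0.122 with an estimated correlation and 0.0942 with dim genes left out). In KL 5 of 26 were lower and none was higher (camera adjusted p = 0.00565, 0.0489 with an estimated correlation and 0.0124 by preranked GSEA). Of 20 megakaryocyte genes, 3 were lower in KSL and none was higher, with Fli1 at -1.25, Plek at -1.31 and Selp at -0.87 (adjusted p = 0.00229, and 0.126 with an estimated correlation). In KL 3 were lower and none was higher, with a median of 0.006 (camera adjusted p = 0.365). These counts were equal when adjusted over the list alone.

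Markers of other cells gave no common direction in KSL. Of 14 B cell markers none was called (adjusted p = 0.536 from camera). Of 19 T and NK cell markers, 4 were lower and none was higher (adjusted p = 0.0139, 0.359 with an estimated correlation, 0.205 with dim genes left out and 0.0518 without KSL WT replicate 3), and of 9 plasmacytoid dendritic cell markers 2 were lower and none was higher (adjusted p = 0.00174, and 0.0466 with an estimated correlation). Of 14 neutrophil secondary granule markers 2 were higher and 2 lower (adjusted p = 0.651), of 16 macrophage and monocyte markers 1 was higher and 2 lower (adjusted p = 0.400), of 14 mast cell and basophil markers 1 was higher and 1 lower (1 and 2 when adjusted over the list alone, adjusted p = 0.0992, and 0.0447 or 0.0481 without KSL null replicate 3 or 4), of 6 eosinophil markers 1 was higher and none lower (adjusted p = 0.651), and of 17 stromal and endothelial markers 4 were lower and none was higher (adjusted p = 0.088, and 0.025 without KSL WT replicate 4). Apart from the mast cell markers, the counts were equal when adjusted over the list alone.

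Between labelled KSL and KL under the WT label, the clearest group was immediate-early genes. Of 21, 5 were lower in KSL and none was higher (9 lower when adjusted over the list alone), with a mean of -0.63 and a median of -0.34 (camera adjusted p = 2.72e-24, and 0.013 with an estimated correlation). Fos was at -2.04 (SE 0.18) and Fosb at -1.84 (SE 0.18), both subunits of AP-1, and Ptgs2, Rgs1 and Cd69, which are induced on activation, were lower as well. Cldn13, Gzma and Gm11585 were the 3 genes higher in KSL.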
